# Targeting branched *N*-glycans and fucosylation sensitizes ovarian tumors to immune checkpoint blockade

**DOI:** 10.1038/s41467-024-47069-y

**Published:** 2024-04-02

**Authors:** Hao Nie, Pratima Saini, Taito Miyamoto, Liping Liao, Rafal J. Zielinski, Heng Liu, Wei Zhou, Chen Wang, Brennah Murphy, Martina Towers, Tyler Yang, Yuan Qi, Toshitha Kannan, Andrew Kossenkov, Hiroaki Tateno, Daniel T. Claiborne, Nan Zhang, Mohamed Abdel-Mohsen, Rugang Zhang

**Keywords:** Ovarian cancer, Ovarian cancer, Tumour immunology, Cancer immunotherapy

## Abstract

Aberrant glycosylation is a crucial strategy employed by cancer cells to evade cellular immunity. However, it’s unclear whether homologous recombination (HR) status-dependent glycosylation can be therapeutically explored. Here, we show that the inhibition of branched *N*-glycans sensitizes HR-proficient, but not HR-deficient, epithelial ovarian cancers (EOCs) to immune checkpoint blockade (ICB). In contrast to fucosylation whose inhibition sensitizes EOCs to anti-PD-L1 immunotherapy regardless of HR-status, we observe an enrichment of branched *N*-glycans on HR-proficient compared to HR-deficient EOCs. Mechanistically, BRCA1/2 transcriptionally promotes the expression of MGAT5, the enzyme responsible for catalyzing branched *N*-glycans. The branched *N*-glycans on HR-proficient tumors augment their resistance to anti-PD-L1 by enhancing its binding with PD-1 on CD8^+^ T cells. In orthotopic, syngeneic EOC models in female mice, inhibiting branched *N*-glycans using 2-Deoxy-D-glucose sensitizes HR-proficient, but not HR-deficient EOCs, to anti-PD-L1. These findings indicate branched *N*-glycans as promising therapeutic targets whose inhibition sensitizes HR-proficient EOCs to ICB by overcoming immune evasion.

## Abstract (web summary)

Cancer cells can employ aberrant glycosylation patterns to evade the host immune response. Here the authors report that inhibition of branched N-glycans sensitizes homologous recombination (HR)-proficient, but not HR-deficient, epithelial ovarian cancer to immune checkpoint inhibitors.

## Introduction

Epithelial ovarian cancer (EOC) continues to be the most lethal gynecologic cancer in the United States^1^. High-grade serous ovarian cancer (HGSOC) accounts for >70% of EOC cases and is responsible for the majority of EOC-associated mortalities^2^. Approximately 50% HGSOCs exhibit defects in the homologous recombination (HR) DNA repair pathway caused by genetic or epigenetic inactivation of HR pathway genes such as *BRCA1* and *BRCA2* ^3^. Notably, poly (adenosine diphosphate [ADP]–ribose) polymerase (PARP) inhibitors have been approved as maintenance therapy in recurrent HGSOC cases with HR-deficient phenotype, offering sustained clinical benefits^4,5^. However, a significant clinical challenge remains in establishing effective treatments for HGSOC with HR-proficient phenotype.

Immunotherapeutic agents bolster immune responses and/or overcome immune checkpoints, thereby restoring endogenous antitumor immunity^6,7^. Despite the success of immunotherapies in certain cancer types, clinical trials have shown modest efficacy for these strategies, such as immune-checkpoint blockade (ICB) therapies, in EOC^8,9^. Consequently, there is an urgent need to discover effective immunological targets to fully harness the potential of immunotherapy for cancers such as EOC.

Recent advancements in the emerging field of glyco-immunology have revealed that several crucial immunological responses are mediated by glycans and their interactions with glycan-binding proteins (known as lectins). The recognition that glycans significantly modulate immunological functions has led to the realization that tumor cells employ aberrant glycosylation patterns to evade the host immune response^10,11^. For example, both branched- and core-fucosylated glycomic antigens have a significant association with cancer and immunity^12^. Lewis antigens, which contain branched fucose, on colon tumor cells, can bind to the C-type lectin DC-SIGN on macrophages and immature dendritic cells, thereby influencing the functions of these immune cells^13^. Core fucosylation, regulated by FUT8, is frequently upregulated in various cancers. Disrupting this core fucosylation process can impede PD-1/PD-L1-mediated immune evasion, thereby bolstering anti-tumor immunity^14^. Consequently, targeting fucosylated glycans on the glycoproteins of tumor cells has been recognized as a viable and promising strategy to amplify anti-tumor immune responses^15^. However, whether aberrant glycosylation can be leveraged as a genetic context-dependent vulnerability to develop cancer therapeutic strategies with precision has never been explored. Here, we show that elevated branched N-glycans are a strategy that HR-proficient tumors use to evade immune surveillance, and that the inhibition of branched N-glycans sensitizes HR-proficient, but not HR-deficient, EOCs to ICB.

## Results

### EOCs undergo glycomic alterations in response to immune pressures

To identify cell surface glycomic alterations that confer a survival advantage for EOCs under immune pressure, we injected the mouse HR-proficient UPK10^16^ and HR-deficient HGS2^17^ cell lines into the ovarian bursal sacs of both immunocompromised and immunocompetent mice (Supplementary Table 1). After 4 weeks, we harvested the tumors, sorted tumor cells by flow cytometry (FACS), and profiled the glycome of their cell-membrane proteins (Fig. 1a and Supplementary Fig. 1). For glycomic analyses, we employed the lectin microarray technology, which enables sensitive assessment of multiple glycan structures using a panel of immobilized lectins with known glycan-binding specificity^18–25^. Our glycomic profiling revealed that, regardless of their HR status, EOC cells grown in immunocompetent mice exhibited higher levels of total fucose compared to cells grown in the absence of immune pressure in immunocompromised mice. This increase in total fucose was evident through higher binding to a lectin specific for total fucose (*Aspergillus oryzae* (AOL) lectin)^26^ (Fig. 1b).

**Fig. 1:**
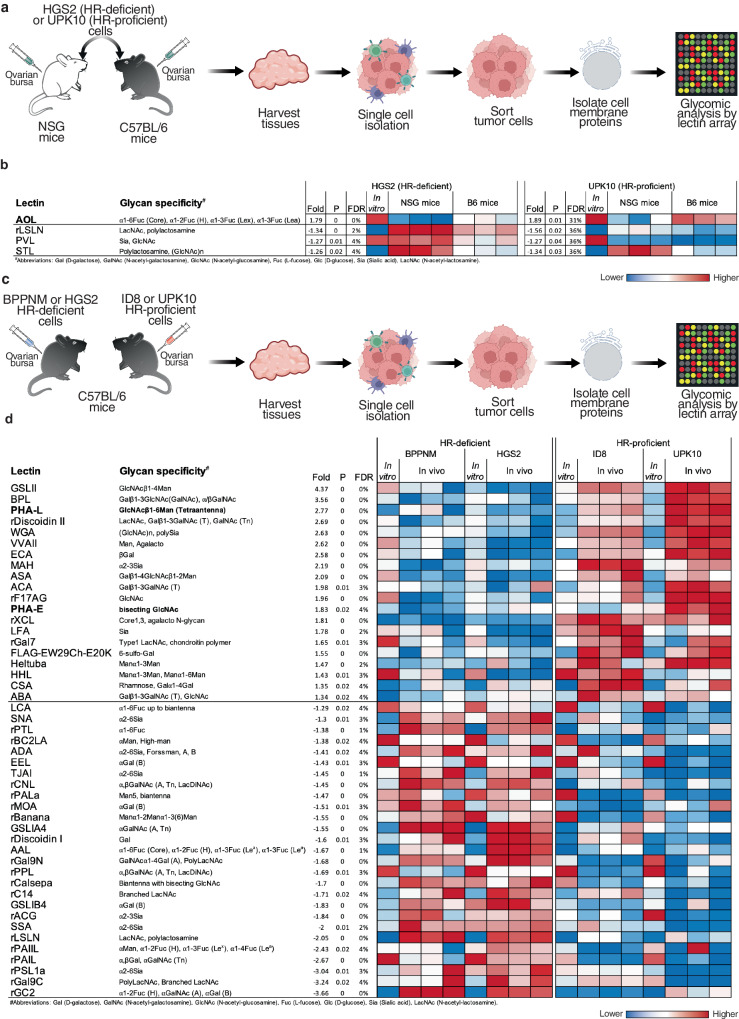
Profiling of glycomic alterations in ovarian tumors under immune pressures. **a** Schematic representation of experimental design examining the impact of immune pressures on ovarian cancer cell surface glycosylation. Components of the graphic were created with BioRender.com. **b** Heatmap depicting the levels of specific glycan structures in tumors grown in immunocompetent (C57BL/6; B6) or immunocompromised (NSG) environments. In vitro cancer cells were used to represent basal glycosylation. Red represents higher expression, while blue represents lower expression. *n* = 3 mice. *P*-values and False Discovery Rates (FDR) for the comparisons were estimated using R package limma v.3.46.0. **c** Schematic representation of experimental design examining the differences between HR-proficient and HR-deficient ovarian tumors grown in B6 mice. Components of the graphic were created with BioRender.com. **d** Heatmap depicting the levels of specific glycan structures in HR-proficient vs HR-deficient tumors grown in immunocompetent B6 mice. In vitro cancer cells were used to represent basal glycosylation. Red represents higher expression, while blue represents lower expression. *n* = 3 mice. *P*-values and False Discovery Rates (FDR) for the comparisons were estimated using R package limma v.3.46.0.

Considering the pressing clinical needs to enhance immune responses against HR-proficient EOCs, we conducted injections of HR-proficient (ID8^27^ and UPK10) and HR-deficient (BPPNM^3^ and HGS2) cancer cells into immunocompetent mice (Fig. 1c and Supplementary Table 1). Subsequent glycomic profiling of the FACS-sorted tumor cells revealed that HR-proficient cells displayed a distinct glycomic signature compared to those observed in HR-deficient cells. Notably, among this glycomic signature, the cell membrane proteins of HR-proficient cells exhibited higher binding to two lectins, *Phaseolus Vulgaris* Leucoagglutinin (PHA-L) and *Phaseolus Vulgaris* Erythroagglutinin (PHA-E), which bind to branched *N*-glycans (Fig. 1d). These findings indicate that immune pressures drive specific glycan alterations such as increases in fucosylation on EOC cells, with HR-proficient EOC cells exhibiting unique glycomic signatures as exemplified by branched *N*-glycans.

### Inhibiting fucosylated glycans sensitizes ovarian tumors to anti-PD-L1 immunotherapy

Consistent with our findings, fucosylation has been extensively linked to cancer immune responses^12,28^. To validate our experimental approach, we initially focused on fucosylation, whose levels were elevated on the surface of EOC cells when they grew in immunocompetent compared with immunocompromised mice regardless of HR-status (Fig. 1b). The AOL lectin binds to a wide range of fucosylated structures, including branched and core fucose (Fig. 2a). These fucosylated glycans are catalyzed by various fucosyltransferases, such as FUT4, FUT8, and FUT9. Accordingly, we measured the expression of several of these fucosyltransferases in tumor cells grown in either immunocompromised or immunocompetent mice. Indeed, we found that the expression of several fucosyltransferases was significantly upregulated in tumors grown in immunocompetent mice compared to those grown in immunocompromised mice (Fig. 2b–d). These data provide confirmation that enhanced fucosylation represents a glycomic alteration driven by immune pressures on EOCs.

**Fig. 2:**
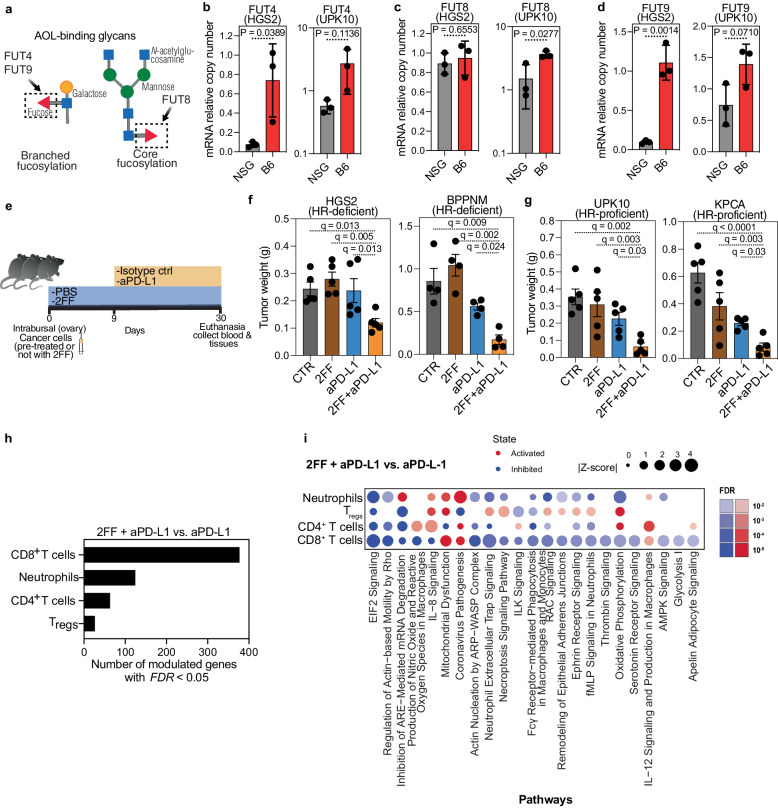
Inhibiting fucosylation enhances sensitivity of ovarian tumors to anti-PD-L1 immunotherapy in vivo. **a** Representation of AOL-binding glycans enriched in tumors grown in immunocompetent (C57BL/6; B6) compared to immunocompromised (NSG) environments. **b**–**d** Relative expression of genes encoding the indicated fucosyltransferases involved in tumors grown in B6 compared to NSG mice as determined by RT-qPCR. *n* = 3 biologically independent samples. *P-*values were calculated using two-tailed *t*-test. Error bars represent Mean with SD. **e** Schematic representation of in vivo experiments examining the impact of 2FF treatment on the response of ovarian cancers to anti-PD-L1 immunotherapy. **f**-**g** Weight of orthotopic tumors formed by HR-deficient HGS2 or BPPNM (**f**) or HR-proficient UPK10 or KPCA (**g**) cells in C57BL/6 mice following the indicated treatments with 2FF, anti-PD-L1 antibody or in combination (*n* = 5 mice per group with exception of *n* = 4 mice per group for BPPNM model). Two-tailed *P-*values were calculated by ANOVA corrected by the Benjamini, Krieger and Yekutieli method to generate *q-*values. Error bars represent mean with SEM. **h** Number of genes whose expression was significantly modulated in mice treated with 2FF in addition to anti-PD-L1 compared to mice treated with anti-PD-L1 alone. *n* = 3 77 genes for CD8^+^ T cells, *n* = 124 genes for neurophils, *n* = 63 for CD4^+^ T cells, and *n* = 26 for Tregs cells. **i** Ingenuity pathway analyses of pathways significantly modulated in different immune cells from mice treated with the combination of 2FF and anti-PD-L1 compared to mice treated with anti-PD-L1 alone. For single cell RNA-seq, *n* = 1 mouse from each of the indicated groups. Source data are provided as a Source Data file.

Subsequently, we investigated the impact of inhibiting this excessive fucosylation using fucose analogs, specifically 2-fluoro-L-Fucose (2FF)^29^, on immune responses against EOCs both in the presence and absence of anti-PD-L1 immunotherapy (Fig. 2e). Notably, these treatments were well-tolerated and did not affect mice weight (Supplementary Fig. 2). While 2FF treatment alone did not significantly impact tumor growth, it significantly sensitized both HR-proficient (UPK10 and KPCA) and HR-deficient (BPPNM and HGS2) tumors to anti-PD-L1 immunotherapy (Fig. 2f, g). 

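Single cells of 1 mouse each from the control, 2FF, anti-PD-L1 and combination groups were sequenced with the 10x method, so no comparison between treatments has a biological replicate. The paper describes them as cells of orthotopic tumors that KPCA cells, a homologous recombination-proficient mouse ovarian cancer line, formed in C57BL/6 mice. The sample labels name the same treatments but give lymph node as the tissue, and the series description speaks of young and aged mice. 2FF was given by oral gavage at 17.5 mg/kg every 2 days, and the tumor cells of the 2FF groups were kept in 300 µM 2FF for 3 days before injection. Anti-PD-L1, an antibody against the checkpoint ligand PD-L1, was injected at 5 mg/kg after day 9, 2 times a week for 3 weeks, and mice were sacrificed on day 30. The authors deposited raw counts of unique molecular identifiers (UMIs, each counting 1 captured RNA molecule) for 32285 genes per cell, made with Cell Ranger 7.0.0 on the mouse genome mm10. The control library held 73885214 UMIs in 9655 cells, the 2FF library 72009925 in 10412, the anti-PD-L1 library 62823127 in 9764, and the library of 2FF plus anti-PD-L1 68394410 in 8598. The median number of UMIs per cell was 5632, 6100, 5861.5 and 7338 in the same order, so cells of the combination were read more deeply. A pair of further libraries, from mice given 2-deoxy-D-glucose (2DG) with or without anti-PD-L1, was clustered together with these 4. Cells with fewer than 250 genes or more than 5% mitochondrial UMIs were left out, and cells that resembled simulated doublets were kept. Clusters were named from fixed marker genes, as the paper's own cell names were not used here, so a class called T-like or granulocyte-like is a rebuilt class that need not hold the same cells as the paper's. UMIs were then summed over all cells of a class in a library and divided by the class total, given as CPM (1% of the UMIs of a class is 10000 CPM). A gene's change is the log2 ratio of CPM + 5 between 2 libraries, over genes with at least 50 UMIs in both together, and the added 5 CPM understates the change of low genes. A gene list is described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size matched on mean expression. Intervals are 95% intervals (exact Poisson for summed UMIs, exact Clopper-Pearson for shares, and 500 redrawn sums for list medians). They cover counting error only, not the difference between mice or, for UMIs, between cells. No p-value was computed, because cells of 1 mouse are not replicates of a treatment.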

To have a better understanding of how 2FF enhance anti-PD-L1 effect on ovarian cancer, we conducted single-cell RNA sequencing to characterize the tumor immune microenvironment in mice treated with anti-PD-L1 alone and in combination with 2FF treatment (Supplementary Fig. 3). Signaling pathway enrichment analysis showed that compared to single anti-PD-L1 treatment, combination treatment induced dysfunction in genes related to CD8^+^ T cells, neutrophils, CD4^+^ T cells and regulatory T (Treg) cells (Fig. 2h, i). These findings confirm the validity of our approach, as they align with previous studies that have established a connection between inhibition of fucosylation and anti-tumor immunity^15,30,31^.

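The anti-PD-L1 library held 1620 CD8 T-like, 393 CD4 T-like, 403 Treg-like and 323 granulocyte-like cells, and the library of 2FF plus anti-PD-L1 held 1112, 309, 274 and 405. Genes with enough UMIs numbered 10726, 7646, 7705 and 5455 in these classes, and their median log2 ratio (2FF plus anti-PD-L1 over anti-PD-L1) was -0.029, -0.024, -0.022 and -0.0078. In place of the Ingenuity pathway definitions, which were not used here, 83 ribosomal protein genes stood in for EIF2 signaling, 84 nuclear and 13 mitochondrial genes for oxidative phosphorylation, and 41 genes for the PD-1 and PD-L1 pathway. The ribosomal protein list had a median log2 ratio of 0.13 in CD8 T-like cells (counting interval 0.12 to 0.14, percentile 97.8), with 58 of 81 genes above 0. It was 0.13 in CD4 T-like cells (0.11 to 0.16, percentile 96.1), 0.17 in Treg-like cells (0.15 to 0.20, percentile 99.9) and 0.28 in granulocyte-like cells (0.23 to 0.31, above all random lists). In granulocyte-like cells, thinning each cell to 1000 UMIs moved this list most. The granulocyte-like median then became -0.091, with 22 cells of the combination and 19 of anti-PD-L1 too shallow to keep. In CD8 T-like cells the same list stood at -0.037 when 2FF plus anti-PD-L1 was set against the 2FF library in place of the anti-PD-L1 library. Nuclear genes of oxidative phosphorylation had medians of 0.018 in CD8 T-like cells (-0.011 to 0.039, percentile 71.6), 0.11 in CD4 T-like cells (0.063 to 0.16, percentile 99.8), 0.028 in Treg-like cells (-0.030 to 0.071, percentile 79.9) and -0.067 in granulocyte-like cells (-0.13 to -0.0050, percentile 19.5). The intervals of CD8 T-like and Treg-like cells hold 0, so no change of this list was detectable there. For the mitochondrial genes the medians were 0.19, 0.18, 0.12 and 0.12, at percentiles 97.3, 96.8, 80.7 and 78.6. The last of these, for granulocyte-like cells, turned to -0.026 with a mitochondrial limit of 10%, to -0.026 with simulated doublets removed and to -0.25 with thinned cells. The PD-1 and PD-L1 list had medians of 0.047, 0.012, 0.0090 and 0.15 in CD8 T-like, CD4 T-like, Treg-like and granulocyte-like cells, at percentiles 72.3, 44.3, 44.5 and 92.8. From the pathways enriched among differentially expressed genes, the paper reasons that its approach is sound, because a link between blocked fucosylation and anti-tumor immunity was known from earlier studies.

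**Figure D1:**
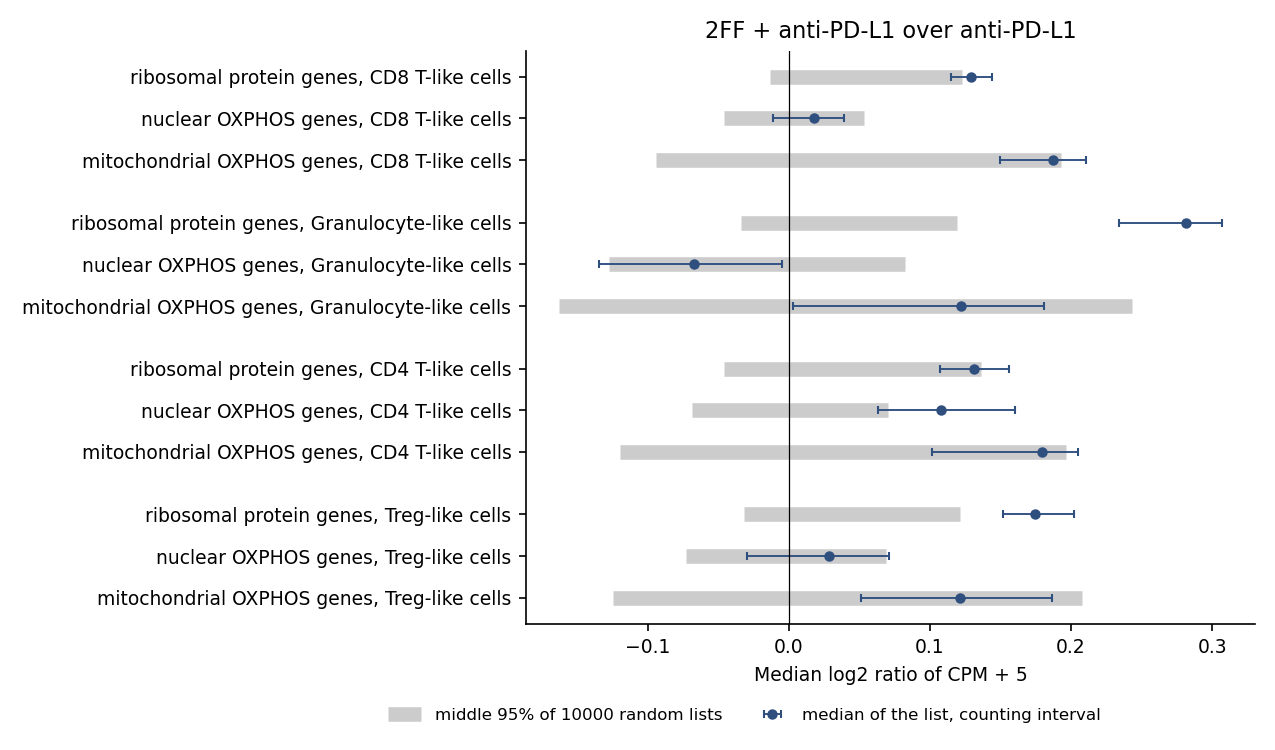
Median log2 ratio of CPM + 5 (horizontal axis), 2FF plus anti-PD-L1 over anti-PD-L1, for each gene list in CD8 T-like, CD4 T-like, Treg-like and granulocyte-like cells, with 1 mouse per treatment. Dots are medians with their 95% counting interval, and grey bands hold the middle 95% of 10000 random lists matched on expression; the ribosomal protein dot lies at 0.13, 0.13, 0.17 and 0.28, and the nuclear oxidative phosphorylation dot at 0.018, 0.11, 0.028 and -0.067.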

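The genes with the largest changes in each class were taken by a fixed rule of size (the 3 highest and 3 lowest log2 ratios after leaving out ribosomal, mitochondrial, antigen receptor and haemoglobin genes and possible free RNA). H2-T23 (ENSMUSG00000067212, chromosome 17 of GRCm38, 36029773 to 36032855, protein coding) had 202 CPM (193 to 211) in CD8 T-like cells of 2FF plus anti-PD-L1 and 64.5 (59.9 to 69.5) with anti-PD-L1 alone, a log2 ratio of 1.57, and UMIs came from 809 of 1112 and 532 of 1620 cells. In Treg-like cells it had 217 CPM (197 to 238) and 67.7 (57.4 to 79.3), a log2 ratio of 1.61. Reads of this gene can be shared with its near-identical relatives in the H2-T family, so its level is uncertain. Slc15a2 (chromosome 16, 36750177 to 36784962) was among the 3 lowest genes in all 3 T cell subsets, with log2 ratios of -1.66 in CD8 T-like, -1.40 in CD4 T-like and -1.67 in Treg-like cells. Its CPM was 4.50 (3.27 to 6.04) against 25.1 (22.2 to 28.2) in CD8 T-like cells. Several of the largest ratios rest on very few cells, which a counting interval does not cover. The 436 UMIs of Elane (chromosome 10, 79886247 to 79888215) in granulocyte-like cells of the combination came from 4 cells, against 1 UMI with anti-PD-L1 alone, a log2 ratio of 5.38. Mpo was at 4.56 with 243 UMIs from 2 cells against 1 UMI, and Prtn3 at 3.29 with 350 UMIs from 18 cells against 18 UMIs. The 140 UMIs of Brinp3 in CD4 T-like cells came from 3 cells (log2 ratio 3.66), and the 372 UMIs of Fam155a in CD8 T-like cells from 30 cells (2.13). Gzmd and Gzme, whose reads can be split between close paralogs, were at -2.18 and -1.98 in CD8 T-like cells, with 3 UMIs against 207 and 1 UMI against 165. With anti-PD-L1 alone these 207 and 165 UMIs came from only 14 and 15 of 1620 cells. The other genes at the ends were Snhg6 (1.45) in CD8 T-like cells, Csf2 (2.28), Dthd1 (2.15), Il31ra (-1.25) and Gm20528 (-1.31, a transcript that overlaps other genes and is uncertain) in CD4 T-like cells, and Ost4 (1.35), Nsmce3 (1.30), Laptm4b (-1.60) and Cacnb4 (-1.55) in Treg-like cells. In granulocyte-like cells the lowest were Eml1 (-1.70), Pi16 (-1.55) and Cd36 (-1.51).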

### HR-proficient ovarian tumors exhibit elevated levels of MGAT5, the enzyme that catalyzes branched *N*-glycans compared to HR-deficient tumors

Given the critical unmet need to enhance therapeutic options specifically against HR-proficient tumors, we next focused on our findings that HR-proficient tumors exhibit higher levels of branched *N*-glycans compared to HR-deficient tumors (Fig. 1d). MGAT5 is the enzyme that is responsible for catalyzing the type of branched *N*-glycans we observed to be enriched on HR-proficient EOCs (Fig. 3a). Indeed, knockdown of MGAT5, but not MGAT3, in HR-proficient cell lines effectively blocked the synthesis of branched *N*-glycans, as indicated by reduced PHA-L binding (Fig. 3b and Supplementary Fig. 4). However, MGAT5 knockdown did not impact cell proliferation (Supplementary Fig. 5). These findings support the notion that MGAT5 expression drives the observed increase in branched *N*-glycan levels in HR-proficient compared with HR-deficient EOCs.

**Fig. 3:**
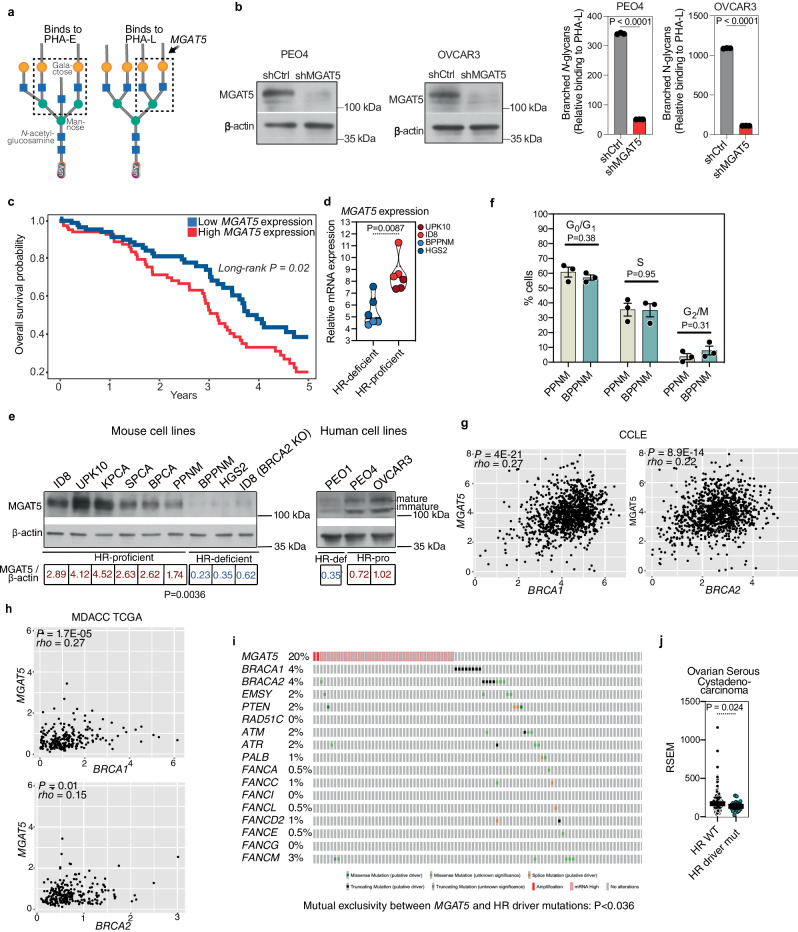
HR-proficient ovarian tumors exhibit elevated levels of MGAT5, the enzyme that catalyzes branched N-glycans, compared to HR-deficient tumors. **a** The glycan structures PHA-E (left) and PHA-L (right) are specific for branched *N*-glycans that are catalyzed by the MGAT5 enzyme. **b** HR-proficient cell lines PEO4 and OVCAR3 expressing shMGAT5 and shControl were validated for MGAT5 knockdown by immunoblot (left panels) and examined for the frequency of PHA-L binding to the cells (right panels). *P-*values were calculated using two-tailed *t*-test. *n* = 3 biologically independent samples. Error bars represent mean with SD. **c** Kaplan–Meier analysis of overall survival (OS) based on *MGAT5* mRNA levels in the TCGA HGSOC database. *n* = 373 patients. Quartile-grouping (low, high) was chosen in the analysis. *P-*value was calculated by Log-rank test. **d** Relative expression of *MGAT5* mRNA in HR-proficient (UPK10 and ID8) versus HR-deficient (BPPNM and HGS2) cells. *n* = 3 biologically independent samples. *P-*values were calculated using non-parametric two-tailed *t*-test. **e** Expression of MGAT5 protein in HR-proficient cell lines and HR-deficient cell lines of mouse (right) and human (left). *P*-values were calculated using two-tailed *t*-test. **f** Cell cycle distribution as determined by FACS analysis in the indicated BPPNM and PPNM cells. *n* = 3 biologically independent samples. Error bars represent mean with SEM. *P-*values were calculated using two-tailed *t*-test. **g** Positive Spearman’s r correlations (two-tailed) between *MGAT5* and *BRCA1/2* expression in 1139 *BRCA1/2* wildtype cancer cell lines across cancer types in the Cancer Cell Line Encyclopedia RNAseq database. **h** Positive Spearman’s r correlations (one-tailed) between *MGAT5* and *BRCA1/2* expression in 236 HGSOC tumors with wildtype *BRCA1/2* in the TCGA dataset. **i** Mutual exclusivity between *MGAT5* amplification and/or overexpression and genetic alterations in the HR pathway in the TCGA HGSOC dataset. *n* = 201 patients. *P-*value was calculated using one tailed hypergeometric test. **j** *MGAT5* is expressed at significantly higher levels in HGSOC tumors with wildtype genes of the HR pathway (*n* = 160) versus HGSOC tumors with driver mutations in HR pathway genes (*n* = 22) in the TCGA HGSOC dataset. One-tailed *P*-value was calculated by non-parametric *t*-test. Error bars represent median with IQR. Source data are provided as a Source Data file.

Notably, a Kaplan–Meier meta-analysis involving 373 patients with HGSOCs revealed that high expression of *MGAT5* mRNA was significantly associated with poor overall survival (Fig. 3c). To understand the mechanism underlying this observation, we compared the expression of MGAT5 in HR-proficient vs. -deficient mouse and human cell lines. Our results show that *MGAT5* mRNA is expressed at a higher level in HR-proficient tumors (UPK10 and ID8) compared to HR-deficient tumors (BPPNM and HGS2) (Fig. 3d). Consistently, MGAT5 protein levels are upregulated in a series of HR-proficient compared to HR-deficient EOC cell lines (both human and mouse-derived cell lines) (Fig. 3e). Notably, MGAT5 is downregulated by *Brca2* knockout in ID8 cells (Fig. 3e). Likewise, MGAT5 is expressed at a lower level in *Brac1* knockout BPPNM compared with the isogenic *Brca1* wildtype PPNM cell line (Fig. 3e). The observed decrease in MGAT5 induced by knockout of *Brca1* or *Brca2* is not a consequence of a decrease in S phase of cell cycle. For example, percentage of cells in the S phase of the cell cycle was not decreased by *Brca1* knockout in BPPNM cells compared with *Brca1* wildtype PPNM cells (Fig. 3f). Likewise, *Brca2* knockout in ID8 cells (together with *Tp53* knockout) did not decrease the percentages of cells in the S phase of the cell cycle (Supplementary Fig. 6).

To validate these findings, we mined various databases for a correlation between the expression of *BRCA1/2* and *MGAT5*. In the Cancer Cell Line Encyclopedia (CCLE) database, we indeed observed a positive correlation between *MGAT5* expression and *BRCA1/2* expression in 1139 *BRCA1/2* wildtype cancer cell lines (Fig. 3g). A similar observation was made using the TCGA HGSOC dataset (Fig. 3h). Consistently, *MGAT5* amplification/overexpression is statistically mutually exclusive with genetic alterations that cause HR defects in the TCGA HGSOC dataset (*P* < 0.036; Fig. 3i). Finally, *MGAT5* is expressed at a significantly lower level in HGSOCs with driver mutations in HR pathway genes compared with those without mutations (Fig. 3j).

We next sought to determine the mechanism by which BRCA1/2 regulate MGAT5 expression. In addition to its canonical function in DNA repair, BRCA1/2 function as transcription activators in gene regulation^32–35^. Indeed, BRCA1 chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) analysis from ENCODE^36^ revealed that *MGAT5* is a direct target gene of BRCA1 (Fig. 4a). Consistently, ChIP-qPCR analysis confirmed direct binding of BRCA1 and BRCA2 to the *MGAT5* gene promoter in *BRCA1/2* wildtype EOC cell lines (Fig. 4b). This finding supports that notion that BRCA1 and BRCA2 directly promote the transcription of *MGAT5*. To functionally validate these findings, we knocked down BRCA1 or BRCA2 in HR-proficient cells. Indeed, knockdown of BRCA1/2 decreased MGAT5 expression both at the mRNA (Fig. 4c) and protein (Fig. 4d) levels. Consistently, we observed a reduction in PHA-L binding upon BRCA1/2 knockdown, indicating decreased synthesis of branched *N*-glycans (Fig. 4e). The reporter activity of the *MGAT5* gene promoter was significantly decreased upon BRCA1 knockdown (Fig. 4f-g). This activity was restored by the re-expression of the full length of BRCA1 (Fig. 4f-g); however, re-expression of a truncated BRCA1, lacking the transcription regulation domain BRCT1&2^37^, failed to restore the reporter activity of the MGAT5 gene promoter (Fig. 4f-g). We next investigated whether BRCA1’s DNA repair function is involved in promoting MGAT5 expression. To activate BRCA1’s DNA repair function, DNA damage was induced by cisplatin in HR-proficient OVCAR3 cells. Indeed, we observed an increase in the formation BRCA1 foci (Fig. 4h), a marker of its activation in DNA repair^38^. Notably, MGAT5 expression is reduced in cisplatin-treated OVCAR3 cells (Fig. 4i). Thus, BRCA1’s role in promoting MGAT5 expression is not due to activation of its role in DNA damage repair. These findings provide insights into the regulatory relationship between BRCA1/2 and MGAT5 expression, unraveling the connection between the HR pathway and the glycomic alterations observed in HR-proficient EOC cells.

**Fig. 4:**
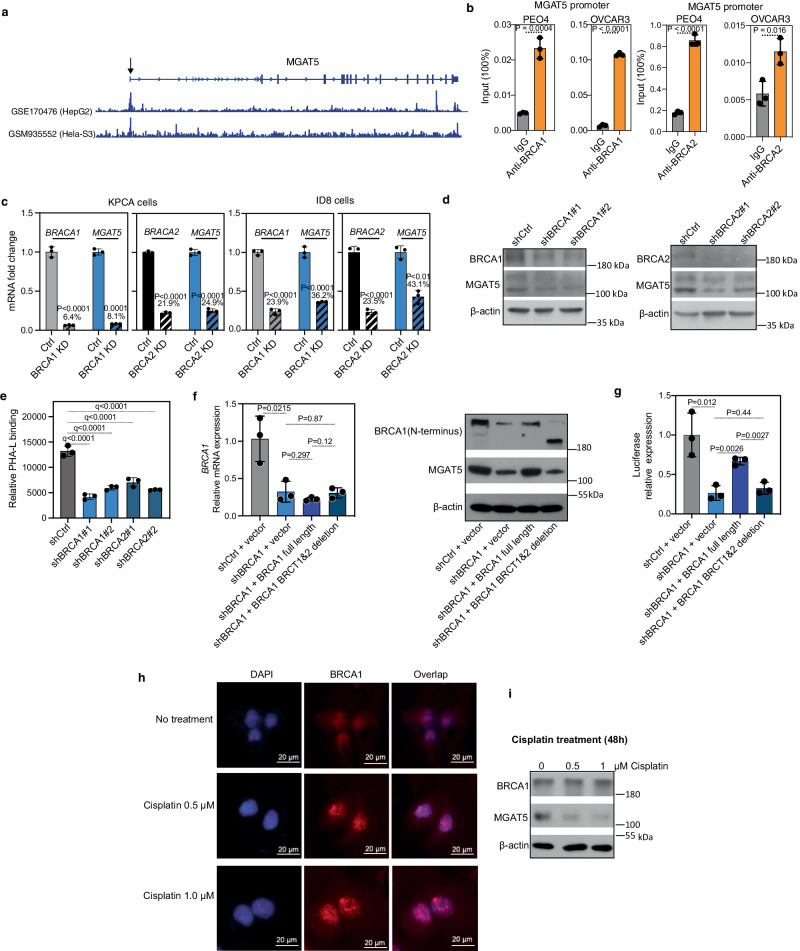
BRCA1/2 transcriptionally regulate MGAT5 expression. **a** BRCA1 ChIP-seq tracks in the *MGAT5* gene locus in the indicated HepG2 and Hela-S3 cells in the ENCODE database. **b** The association of BRCA1 (left) and BRCA2 (right) with the *MGAT5* gene promoter in the indicated cells was examined by ChIP–qPCR analysis. An isotype-matched IgG was used as a negative control. *P*-values were calculated using two-tailed *t*-test. *n* = 3 biologically independent samples. Error bars represent mean with SD. **c** HR-proficient cell lines KPCA and ID8 expressing shBRCA1, shBRCA2 or shControl were validated for BRCA1/2 knockdown and examined for *MGAT5* expression by qRT-PCR. *P*-values were calculated using two-tailed *t*-test. *n* = 3 biologically independent samples. Error bars represent mean with SD. **d** HR-proficient cell line OVCAR3 expressing shBRCA1, shBRCA2 or shControl were validated for BRCA1/2 knockdown and examined for MGAT5 expression by immunoblot. The experiment was repeated independently for 3 times with similar results. **e** Levels of PHA-L binding to OVCAR3 expressing shBRCA1, shBRCA2 or shControl. Two-tailed *P-*values (*q*-values) were calculated using ANOVA tests, corrected using the Benjamini and Hochberg method. *n* = 3 biologically independent samples. Error bars represent mean with SD. **f** Validation endogenous BRCA1 knockdown by RT-qPCR using primers targeting the 3’ UTR region of the BRCA1 gene as well as ectopic expression of the indicated full length or truncated BRCA1 by immunoblot using an antibody against the N-terminus of BRCA1. *P*-values were calculated using two-tailed *t*-test. *n* = 3 biologically independent samples. Error bars represent mean with SD. **g** *MGAT5* gene promoter luciferase activity in control and BRCA1 knockdown OVCAR3 cells with full length BRCA1 and truncated BRCA1 re-expression. *P*-values were calculated using two-tailed *t*-test. *n* = 3 biologically independent samples. Error bars represent mean with SD. **h** HR-proficient cell line OVCAR3 treated with 0.5 μM and 1 μM cisplatin (Selleckchem, Cat#: S1166) for 48 h were examined for BRCA1 foci by immunofluorescence. The experiment was repeated independently for 3 times with similar results. **i** HR-proficient cell line OVCAR3 treated with 0.5 μM and 1 μM cisplatin (Selleckchem, Cat#: S1166) for 48 h were examined for MGAT5 expression by immunoblot. The experiment was repeated independently for 3 times with similar results. Source data are provided as a Source Data file.

### Branched *N*-glycans increase the binding affinity of PD-L1 on HR-proficient cancer cells to PD-1 on CD8^+^ T cells

Our subsequent focus was to identify the downstream consequences of increased branched *N*-glycans on immune responses to HR-proficient EOC cells. To achieve this, we utilized the glucose/mannose analog 2-deoxy-d-glucose (2DG), a well-established tool for inhibiting branched *N*-glycans formation^39^. Treating human and mouse HR-proficient EOC cells with 1 mM 2DG for 48 h significantly reduced branched *N*-glycan and bisecting GlcNAc expression, as indicated by the reduction in PHA-L and PHA-E binding (Fig. 5a, b and Supplementary Fig. 7a). Since it was suggested that branched *N*-glycans could play a role in modulating the binding of PD-L1 to PD-1^39^, we proceeded to examine the impact of 2DG and its subsequent branched *N*-glycan inhibition on PD-L1’s capacity to bind PD-1 upon IFNγ treatment (to stimulate PD-L1 expression). We observed that 2DG significantly reduced the ability of PD-L1^+^ HR-proficient EOC cells to bind recombinant PD-1 (Fig. 5c). The same concentration of 2DG had no significant effect on cell proliferation (Supplementary Fig. 7b, c) or glycolysis (Supplementary Fig. 7d) within the same time frame. Notably, upon IFNγ stimulation, HR-proficient cells have a similar level of PD-L1 expression compared to HR-deficient cells (Supplementary Fig. 8a, b), but PD-1 binding to HR-proficient cells trends towards being higher than HR-deficient cells (Supplementary Fig. 8c, d), suggesting qualitive differences in HR-proficient cells that enhances their binding to PD-1. To confirm the link between branched *N*-glycans and T cell immune responses, we utilized the TISIDB dataset^40^, which derives from the TCGA dataset and facilitates the exploration of tumor-immune interactions. Indeed, MGAT5 expression correlated with a decrease in infiltration of activated CD8^+^ T cells in HGSOCs (Fig. 5d).

**Fig. 5:**
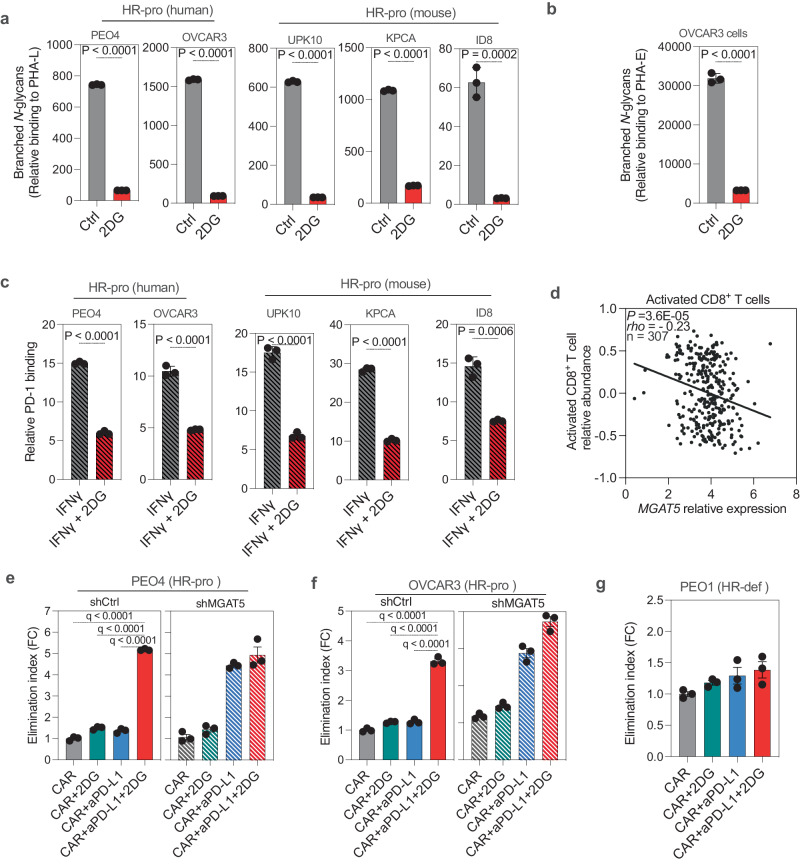
Branched *N*-glycans increase the binding affinity of PD-L1 on HR-proficient cancer cells to PD-1 on CD8^+^ T cells. **a** Frequency of PHA-L binding to HR-proficient cells treated with 1 mM 2DG for 48 h. *P*-values were calculated using two-tailed *t*-test. *n* = 3 biologically independent samples. Error bars represent mean with SD. **b** Frequency of PHA-E binding to HR-proficient cell OVCAR3 treated with 1 mM 2DG for 48 h. *P-*values were calculated using two-tailed *t*-test. *n* = 3 biologically independent samples. Error bars represent mean with SD. **c** Frequency of recombinant PD-1 binding to PD-L1^+^ HR-proficient cells treated with 1 mM 2DG for 48 h. *P-*values were calculated using two-tailed *t*-test. *n* = 3 biologically independent samples. Error bars represent mean with SD. **d** Reverse correlation between *MGAT5* mRNA expression and tumor-infiltrating activated CD8^+^ T cells in the TCGA HGSOC dataset (two-tailed Spearman’s r correlation test), data was analyzed by TISIDB. **e** Killing of HR-proficient PEO4 cells expressing CD19 was measured after coculture with anti-CD19 CAR T cells at the 1:6 E:T ratio. *n* = 3 biologically independent samples. **f** Killing of HR-proficient OVCAR3 cells expressing CD19 was measured after coculture with anti-CD19 CAR T cells at the 1:6 E:T ratio. *n* = 3 biologically independent samples. **g** Killing of HR-deficient PEO1 cells expressing CD19 was measured after coculture with anti-CD19 CAR T cells at the 1:6 E:T ratio. *n* = 3 biologically independent samples. Two-tailed *P*-values were calculated using ANOVA used for analyses and then corrected using the Benjamini, Krieger, and Yekutieli method to generate *q*-values unless otherwise stated. Error bars represent mean with SEM. Source data are provided as a Source Data file.

Next, we sought to examine whether branched *N*-glycans confer resistance to HR-proficient cancer cells against T cell-mediated killing. For this purpose, we utilized T cells expressing chimeric antigen receptors (CAR T cells) targeting human CD19 (hCD19)^41^. As CD19 is expressed at low levels on human EOC cells, we engineered HR-proficient PEO4 and OVCAR3 (Supplementary Fig. 9a, b), as well as the HR-deficient PEO1 (Supplementary Fig. 9c) cell lines to overexpress human CD19. Subsequently, we conducted killing assays with anti-CD19 CAR T cells at a 1:6 effector:target (E:T) ratio for 48 h. Our findings demonstrated that inhibiting branched *N*-glycans by pretreating cells with 2DG or knockdown of MGAT5, in combination with anti-PD-L1 treatment, significantly sensitized HR-proficient EOC cells to T cell assault, as measured by an elimination index reflecting the killing efficacy of CAR T cells (Fig. 5e, f and Supplementary Fig. 9d, e). Notably, 2DG pretreatment did not increase the killing efficacy in MGAT5 knockdown cells to a degree comparable to those observed in control cells (e.g. Fig. 5e). This supports the notion that the observed effects by 2DG pretreatment were due to inhibition of MGAT5 activity. As a control, pretreatment with 2DG in the presence of anti-PD-L1 did not impact the sensitivity of HR-deficient EOC cells to T cell-mediated cytotoxicity (Fig. 5g and Supplementary Fig. 9f). These results support that the elevated expression of branched *N*-glycans on HR-proficient EOC cells enhances the binding of PD-L1 on these cells to PD-1 on CD8^+^ T cells. Additionally, inhibiting branched *N*-glycans is sufficient to overcome these detrimental consequences, which may sensitize HR-proficient EOCs to anti-PD-L1 immunotherapy.

### Inhibiting branched *N*-glycans enhances the sensitivity of HR-proficient ovarian tumors to anti-PD-L1 immunotherapy in vivo

We proceeded to investigate the potential of inhibiting branched *N*-glycans, using shMGAT5 or 2DG, on the response of HR-proficient EOCs to anti-PD-L1 immunotherapy in vivo, employing orthotopic syngeneic mouse models. 2DG treatment was well-tolerated and did not affect mice weight (Supplementary Fig. 10). Although MGAT5 knockdown or 2DG treatment alone did not affect tumor size, they significantly sensitized HR-proficient tumors (KPCA and UPK10) to anti-PD-L1 treatment (Fig. 6a–c). This finding further reinforced the connection between branched *N*-glycans and HR-proficient EOCs, as 2DG treatment had no impact in enhancing the efficiency of anti-PD-L1 to eliminate HR-deficient BPPNM tumors (Fig. 6d).

**Fig. 6:**
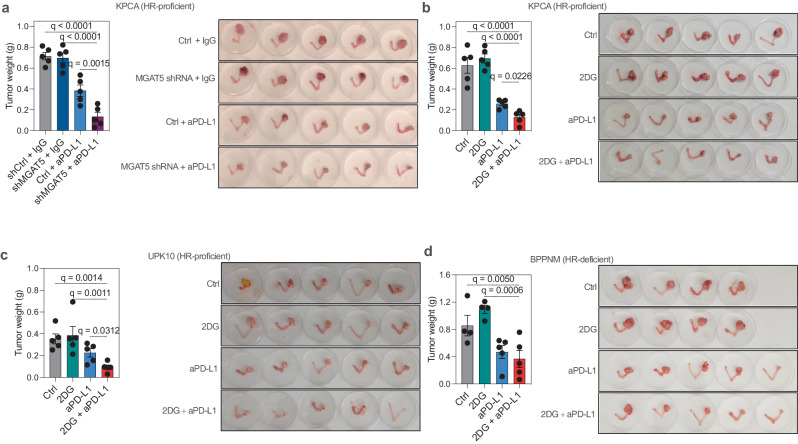
Inhibiting branched *N*-glycans enhances the sensitivity of HR-proficient ovarian tumors to immune checkpoint blockade. **a** Weight and images of orthotopic tumors formed by HR-proficient KPCA with shCtrl or shMGAT5 in C57BL/6 mice following the treatments with anti-PD-L1 antibody (*n* = 5 mice per group). Two-tailed *P-*values were calculated by ANOVA corrected by the Benjamini, Krieger and Yekutieli method to generate *q*-values. Error bars represent mean with SEM. **b**–**d** Weight and images of orthotopic tumors formed by HR-proficient KPCA (**b**) or UPK10 (**c**), or HR-deficient BPPNM (**d**) cells in C57BL/6 mice following the indicated treatments with 2DG, anti-PD-L1 antibody or in combination (*n* = 5 mice per group for anti-PD-L1 and the combination groups with exception of *n* = 4 mice per group for control and 2DG groups). Please note that the control and anti-PD-L1 treatment groups were the same as those presented in Fig. 2g, h as they were simultaneously performed. Two tailed *P*-values were calculated by ANOVA corrected by the Benjamini, Krieger and Yekutieli method to generate *q*-values. Error bars represent mean with SEM. Source data are provided as a Source Data file.

To gain deeper insights into how 2DG treatment mediates the anti-tumor response, we conducted single-cell RNA sequencing to characterize the tumor immune microenvironment in mice treated with or without 2DG in combination with anti-PD-L1 treatment. Both 2DG and anti-PD-L1 treatments enhances the infiltration of immune cells to the tumor (Supplementary Fig. 11a, b). 

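In the 2DG groups, mice were injected intraperitoneally with 500 mg/kg of 2DG, a glucose analog that the paper uses to lower branched N-glycans, every 2 days from day 9. The 2DG library held 61859753 UMIs in 8701 cells (median 6243 UMIs and 2346 genes per cell), and the library of 2DG plus anti-PD-L1 held 65369018 in 9948 cells (median 6000.5 UMIs and 2260.5 genes). Over all 6 libraries 404341447 UMIs were counted, and 51633 of 57078 cells passed the filters. The clusters came from 30 principal components of 2000 variable genes, a graph of 15 nearest neighbours and the Leiden method at a resolution of 1. A cluster took the name of the class whose markers it detected best, unless fewer than 3 of them were detected in 10% of its cells or its 10 leading genes spoke for another class. This scoring rule was settled after a first rule had been tried on the clusters. By it 3 clusters stayed unnamed, with 1.99% of cells in the control library, 5.63% with 2DG, 5.42% with anti-PD-L1 and 3.88% with 2DG plus anti-PD-L1. The T-like cells were clustered again into 20 sub-clusters, of which 9 were named CD8 T-like, 2 CD4 T-like and 3 Treg-like. The 6 unnamed sub-clusters held 30.0% of T-like cells in the control library, 18.5% with 2DG, 14.4% with anti-PD-L1 and 13.1% with 2DG plus anti-PD-L1, and these cells count in the denominator of each T cell subset share. One of them, with CD4 and NK markers among its leading genes, held 622 cells, of which 51.4% came from the 2DG library.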

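T-like cells made up 5.08% of the cells in 7 immune classes in the control library (450 of 8852 cells, 4.64 to 5.56). With 2DG they made up 40.8% (2925 of 7174 cells, 39.6 to 41.9), with anti-PD-L1 34.3% (2821 of 8228, 33.3 to 35.3) and with 2DG plus anti-PD-L1 33.2% (2857 of 8596, 32.2 to 34.2). The differences from control, 35.7, 29.2 and 28.2 percentage points, are far outside the counting error of either library. The alternative that moved these shares most was dividing by all cells that passed the filters, which gave 38.0%, 32.1% and 31.7% in the treated libraries. Granulocyte-like cells went the other way, from 40.9% in the control library (3618 cells, 39.8 to 41.9) to 5.21% with 2DG (374 cells, 4.71 to 5.75), 3.93% with anti-PD-L1 (323 cells, 3.52 to 4.37) and 3.92% with 2DG plus anti-PD-L1 (337 cells, 3.52 to 4.35). The largest granulocyte-like cluster, of 2758 cells, came to 86.4% from the control library, so it may be a feature of that library. Among T-like cells, CD8 T-like cells were 23.6% in the control library (106 of 450, 19.7 to 27.8), 48.6% with 2DG (1423 of 2925, 46.8 to 50.5), 57.4% with anti-PD-L1 (1620 of 2821, 55.6 to 59.3) and 59.2% with 2DG plus anti-PD-L1 (1692 of 2857, 57.4 to 61.0). Intervals of the last pair overlap. With simulated doublets removed the 2DG share was 37.6%. Treg-like cells made up 32.0% of T-like cells in the control library (144 cells, 27.7 to 36.5), 21.4% with 2DG (626 cells, 19.9 to 22.9), 14.3% with anti-PD-L1 (403 cells, 13.0 to 15.6) and 11.4% with 2DG plus anti-PD-L1 (325 cells, 10.2 to 12.6). These are shares among the sequenced cells, and the number of immune cells per tumor was not measured by them.

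**Figure D2:**
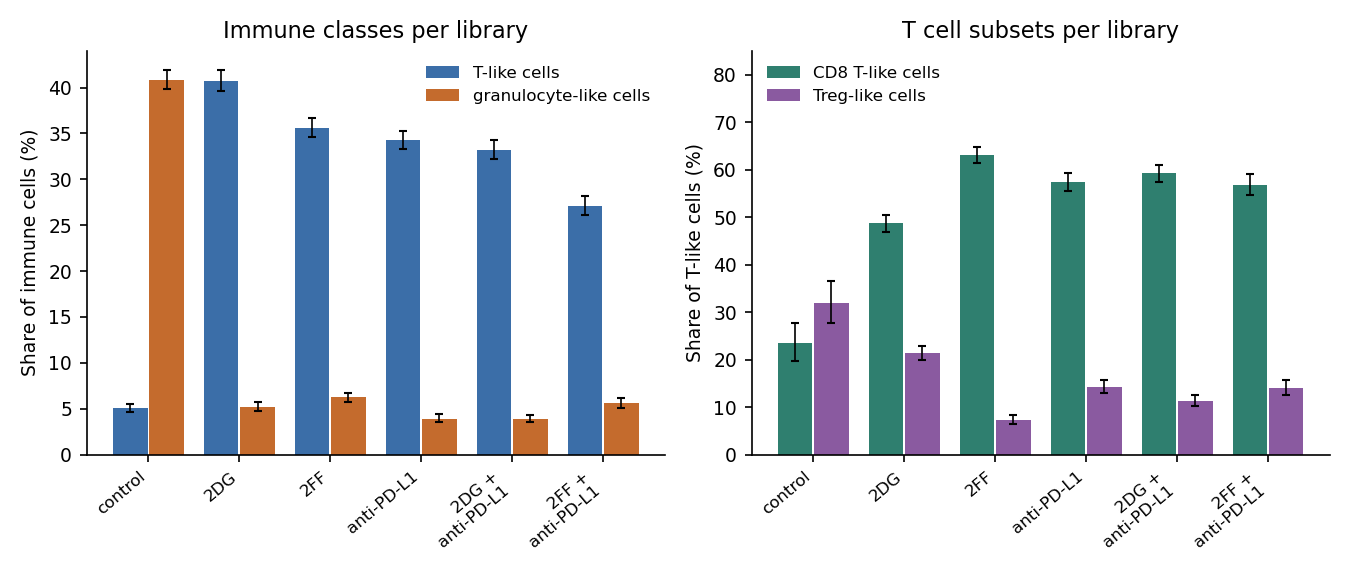
Share of T-like and granulocyte-like cells among the cells of 7 immune classes, and of CD8 T-like and Treg-like cells among T-like cells, in percent (vertical axes), for each of the 6 libraries of 1 mouse each. Bars start at 0 and error bars are exact Clopper-Pearson 95% intervals for counting error; the T-like bar rises from 5.08% in the control library to 40.8% with 2DG, while the granulocyte-like bar goes from 40.9% to 5.21%.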

We observed that, compared to treatment with anti-PD-L1 alone, the combination of 2DG with anti-PD-L1 led to significant modulation of several pathways in CD8^+^ T cells, including immune response (PD1, PD-L1 cancer immunotherapy pathway) that is relevant to response to anti-PD-L1 treatment (Fig. 7a). 

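In CD8 T-like cells, 10893 genes had at least 50 UMIs over the libraries of 2DG plus anti-PD-L1 and anti-PD-L1, and their median log2 ratio was -0.056. The PD-1 and PD-L1 list had a median log2 ratio of 0.012 over 40 tested genes (counting interval -0.029 to 0.071), at percentile 56.6, with 21 genes above 0 and 19 below. A change of the whole list in one direction was therefore not detectable. The ribosomal protein list was at 0.26 over 80 genes (0.25 to 0.28), above 99.99% of random lists, with 74 genes above 0. Its median was also above 0 in B-like (0.50), NK-like (0.42), granulocyte-like (0.39), CD4 T-like (0.24), Treg-like (0.23) and monocyte-like cells (0.21) of the same libraries. Dendritic-like cells were at 0.14, inside the range of random lists, and only macrophage-like cells were below 0, at -0.089. In CD8 T-like cells the median lay between 0.21, with T cells gated cell by cell on marker UMIs, and 0.32, with ratios centred on the median of all genes. Nuclear genes of oxidative phosphorylation had a median of 0.11 over 77 genes (0.079 to 0.13), above all random lists, with 57 genes above 0. The 13 mitochondrial genes also had a median of 0.11 (0.071 to 0.16), but only at percentile 58.1. Of the other lists, interferon response was at 0.25 over 17 genes (percentile 100), dissociation and stress at 0.23 over 20 genes (99.8), naive lymphocyte at 0.21 over 8 genes (99) and activation and cytotoxicity at 0.16 over 20 genes (98.2). Cell cycle genes were at 0.052 (84.5), glycan enzymes at -0.055 (55.1), inhibitory receptors at -0.066 (27.3) and other abundant RNAs of macrophages at -0.075 (36.8). The lymph node stroma list had 1 gene with enough UMIs and no median was taken. The 3 highest single genes were Gzmf, Gm15511 and Gm26532, and the 3 lowest Hspa1b, Taco1 and Rnf43. Gzmf (ENSMUSG00000015441, chromosome 14 of GRCm38, 56205263 to 56211417) had 41.1 CPM (37.5 to 45.0) against 6.24 (4.85 to 7.92), a log2 ratio of 2.04, but its 468 UMIs came from 14 of 1692 cells and its 68 UMIs from 11 of 1620, and its reads can be split with paralogous granzymes. Gzmf also leads an unnamed T-like sub-cluster of 825 cells that stays outside these values. Gm15511 (chromosome 9, 69348889 to 69364247, antisense and therefore uncertain) was at 1.98 with 99.4 CPM (93.7 to 105) against 21.5 (18.8 to 24.4), and the lincRNA Gm26532 (chromosome 8, 84208920 to 84209609) at 1.80. Hspa1b (chromosome 17, 34956436 to 34959238), a near copy of Hspa1a with which it can share reads, was at -2.27 with 11.4 CPM (9.55 to 13.6) against 74.4 (69.3 to 79.7). Taco1 was at -1.73 with 15.3 CPM (13.1 to 17.7) against 62.3 (57.7 to 67.2), and Rnf43 at -1.45 with 33.6 (30.3 to 37.1) against 101 (94.9 to 107).

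**Figure D3:**
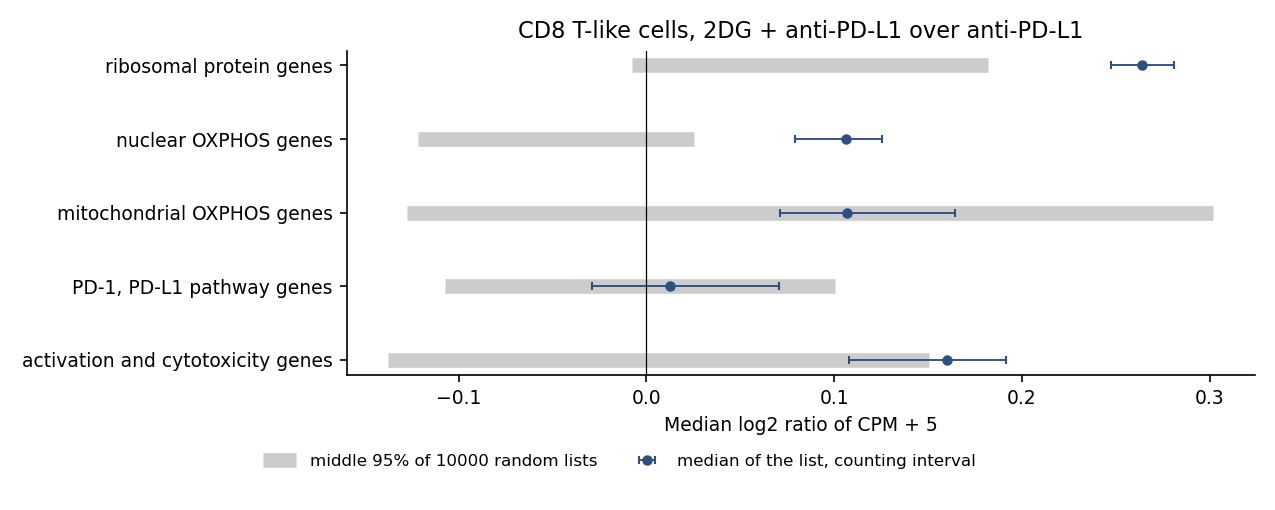
Median log2 ratio of CPM + 5 (horizontal axis), 2DG plus anti-PD-L1 over anti-PD-L1, for each gene list in CD8 T-like cells of 1 mouse per treatment. Dots are medians with their 95% counting interval and grey bands hold the middle 95% of 10000 random lists; the PD-1 and PD-L1 dot (0.012) lies inside its band and the ribosomal protein dot (0.26) above its band, which ends at 0.18.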

Notably, the combination treatment significantly increased the expression of several molecules associated with CD8^+^ T cell activation and cytotoxicity, such as IFNγ, compared to treatments with anti-PD-L1 or 2DG alone (Fig. 7b). This observation was confirmed at the protein level using flow cytometry (Fig. 7c and Supplementary Fig. 12). 

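Ifng (ENSMUSG00000055170, chromosome 10 of GRCm38, 118441046 to 118445892, plus strand, protein coding) encodes IFNγ. CD8 T-like cells held 197 Ifng UMIs in the control library, 4793 with 2DG, 5826 with anti-PD-L1 and 6848 with 2DG plus anti-PD-L1. This is 230 CPM (199 to 264), 466 (453 to 480), 535 (521 to 549) and 602 (588 to 616) of the UMIs of these cells. The log2 ratio of 2DG plus anti-PD-L1 was 0.17 over anti-PD-L1 (0.12 to 0.22), 0.37 over 2DG (0.32 to 0.42) and 1.39 over control. All 3 differences exceed the counting error of UMIs, which leaves out the spread between cells, and the spread between mice is unknown. The UMIs came from 1129 cells with anti-PD-L1 and 1248 with 2DG plus anti-PD-L1. Of the alternatives set beforehand, the one that moved them most took the share of cells with an Ifng UMI after thinning each cell to 2000 UMIs, which gave log2 ratios of 0.11, 0.18 and 0.71. These are means over all draws, which replaced a first single draw of 0.041, 0.081 and 1.00 after it had been seen. With cells matched on their share of UMIs from dissociation and stress genes, a comparison added after the values were seen, the log2 ratios were 0.0088 (-0.044 to 0.061), 0.19 (0.13 to 0.25) and 1.22, so the difference from anti-PD-L1 was then not detectable. Some of these genes also rise when T cells are activated. Ifng was among the 10 leading genes of 1 of the 9 CD8 T-like sub-clusters (295 cells), and the values are over all 9 together. With all UMIs kept, 59.4%, 69.1%, 69.7% and 73.8% of CD8 T-like cells had an Ifng UMI in the control, 2DG, anti-PD-L1 and combination libraries, at median depths of 7042.5, 6219, 5961.5 and 5985.5 UMIs. Thinned to 1000 UMIs, as the mean over all ways of drawing them, the shares were 19.1% (12.0 to 27.9), 28.9% (26.6 to 31.3), 30.4% (28.2 to 32.7) and 33.6% (31.4 to 35.9), and 1, 1, 2 and 0 shallower cells were left out. The intervals of these shares, which count cells, overlap between anti-PD-L1 and the combination. In B-like cells, which should lack Ifng, at most 3.91% of cells in any of the 6 libraries had an Ifng UMI at median depths of 4394.5 to 6125 UMIs, and at most 0.708% after thinning. In macrophage-like cells these shares were at most 3.72% and 0.450%, at median depths of 8195 to 13240.

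**Figure D4:**
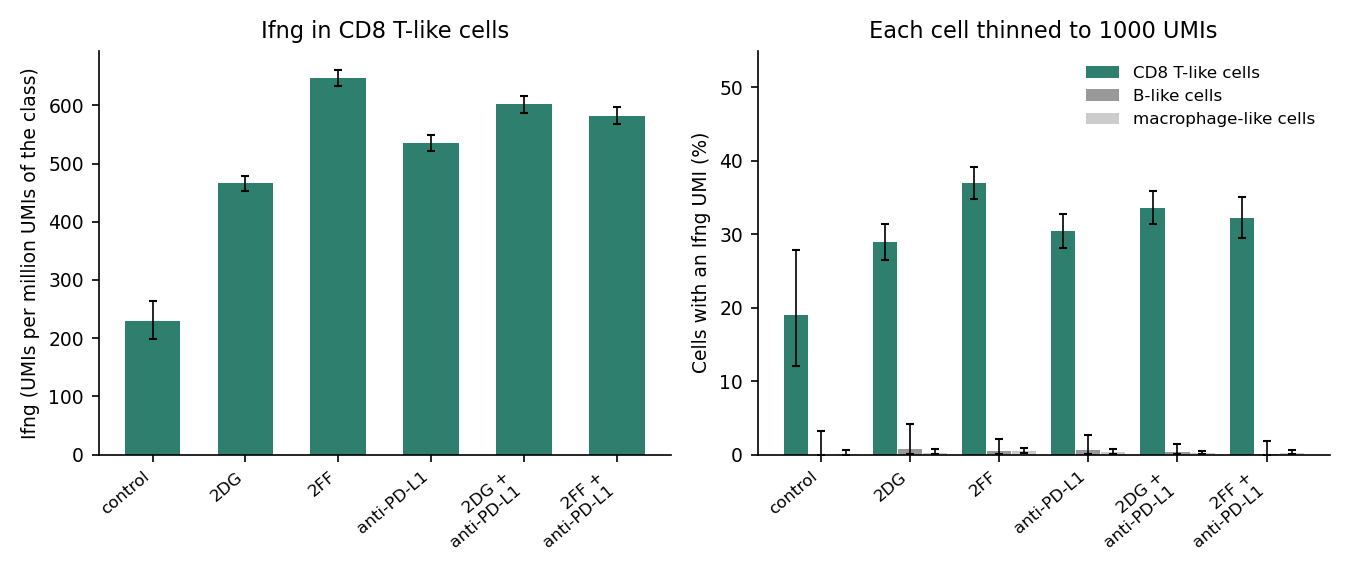
Ifng in the 6 libraries of 1 mouse each, with CPM in CD8 T-like cells (left, exact Poisson 95% intervals) and the percent of cells with an Ifng UMI after thinning to 1000 UMIs in CD8 T-like, B-like and macrophage-like cells (right, binomial 95% intervals for the expected number of cells). CPM rises from 230 in the control library to 602 with 2DG plus anti-PD-L1 and is highest with 2FF, at 647. The B-like and macrophage-like shares stay at or under 0.708%.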

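Of 20 genes of CD8 T cell activation and cytotoxicity listed beforehand, 10 had a log2 ratio of CPM above 0 beyond counting error in the combination over anti-PD-L1, 4 were below 0 and the intervals of 6 held 0. Over 2DG, 15 were above 0, 3 below, and 2 held 0. The same 10 genes were above 0 in both comparisons, namely Ifng, Gzmb, Nkg7, Il2ra, Tnfrsf9, Icos, Ccl3, Ccl4, Ccl5 and Klrk1. With 2FF alone, Ifng (647 CPM), Gzmb (939), Nkg7 (2599), Ccl3 (744) and Ccl4 (2224) were higher than in this combination. Il2ra, Tnfrsf9, Icos, Ccl5 and Klrk1 were lower there. Of these genes only Ifng was also compared in cells matched on dissociation and stress genes. Gzmb went from 522 CPM (509 to 536) with anti-PD-L1 to 703 (687 to 718) with the combination, a log2 ratio of 0.43, and was 0.80 over 2DG. Icos had 319 CPM (309 to 330) against 507 (494 to 520), a ratio of 0.67, and Ccl3 375 (364 to 387) against 710 (694 to 725), a ratio of 0.92. Tnfrsf9 was at 0.61, Il2ra at 0.45, Ccl4 at 0.86, Ccl5 at 0.52, Klrk1 at 0.71 and Nkg7 at 0.17. Those that were lower than with anti-PD-L1 alone were Prf1 (601 CPM, 586 to 615, against 489, 476 to 502, a log2 ratio of -0.30), Tnf (-0.29), Xcl1 (-0.41) and Tbx21 (-0.24). Prf1 was nonetheless 0.50 higher than with 2DG alone, on the log2 scale. Gzma, Gzmk, Fasl, Cd69, Klrg1 and Cd44 were within counting error of anti-PD-L1 alone. Over 2DG, Gzmk was at -0.22, which turned to 0.059 with a mitochondrial limit of 10% and to 0.038 with a Leiden resolution of 2. The median of the 20 genes was 0.40 over 2DG (0.38 to 0.44). Prf1, Gzma, Fasl, Ccl4, Ccl5 and Xcl1 are among the leading genes of single CD8 T-like sub-clusters, and the values given are over all of them. Prf1 is also among the leading genes of an unnamed T-like sub-cluster of 825 cells, which stays outside these values. The paper rests its statement on the comparison with each single treatment and then takes it to the protein level by flow cytometry.

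**Figure D5:**
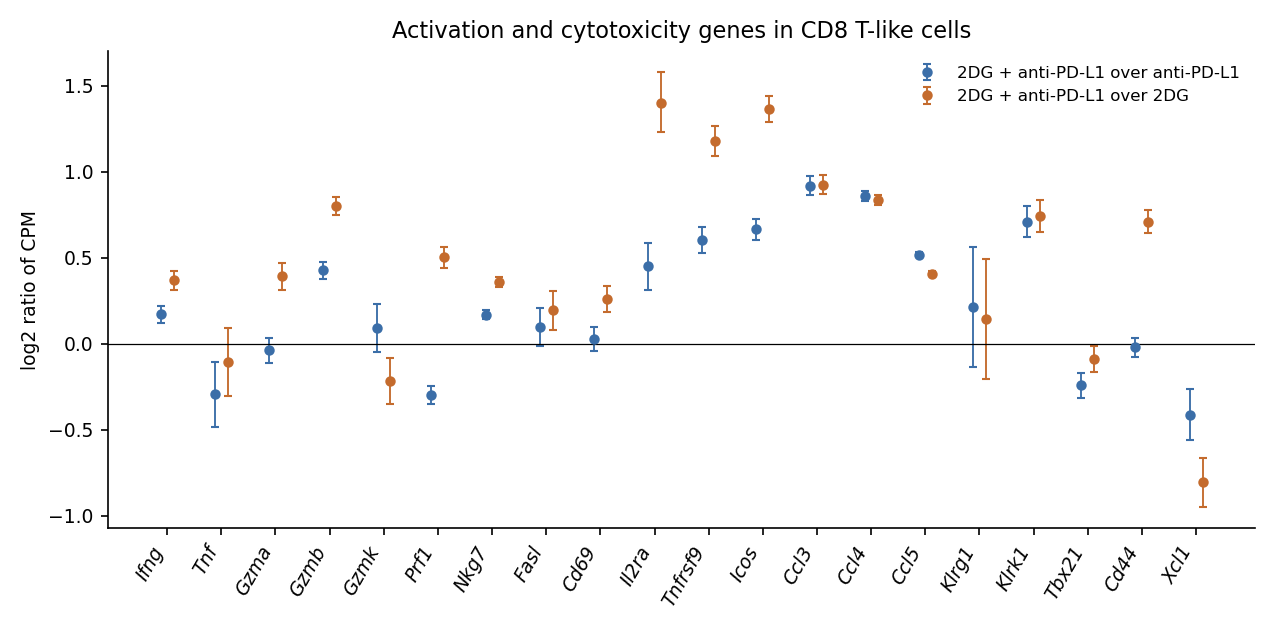
Log2 ratio of CPM (vertical axis) in CD8 T-like cells of 2DG plus anti-PD-L1 over anti-PD-L1 (blue) and over 2DG (orange) for 20 genes of T cell activation and cytotoxicity, 1 mouse per treatment, with 95% counting intervals. Over anti-PD-L1 the points run from -0.41 for Xcl1 to 0.92 for Ccl3.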

We also observed that the combination treatment induced higher levels of PD-1 on CD8^+^ T cells but has no effect on the levels of PD-L1 on CD45^-^ tumor cells (Supplementary Fig. 11c, d). The impact of the treatment on PD-1 expression levels could be explained by the fact that PD-1 serves as a marker of activation on T cells, further supporting the notion that blocking branched *N*-glycans enhances T cell activation in tumors, which contributes to the observed anti-tumor activity. As a control, we next examined the effects of 2DG treatment on the anti-tumor activity of anti-PD-1 treatment. As shown in Fig. 7d, while 2DG enhanced the anti-tumor activity of both anti-PD-1 and anti-PD-L1 treatments, the effects were more pronounced with the anti-PD-L1 blockade. Considering that anti-PD-1 blockade may not fully effective in blocking all PD-1/PD-L1 interactions, 2DG could enhance the effects of both anti-PD-1 and anti-PD-L1. However, it should enhance anti-PD-L1 more than anti-PD-1, as we observed. This is because, in the case of anti-PD-1, it only affects the residual PD-1/PD-L1 binding not blocked by anti-PD-1. Whereas with anti-PD-L1, its effects should be more generalized.

**Fig. 7:**
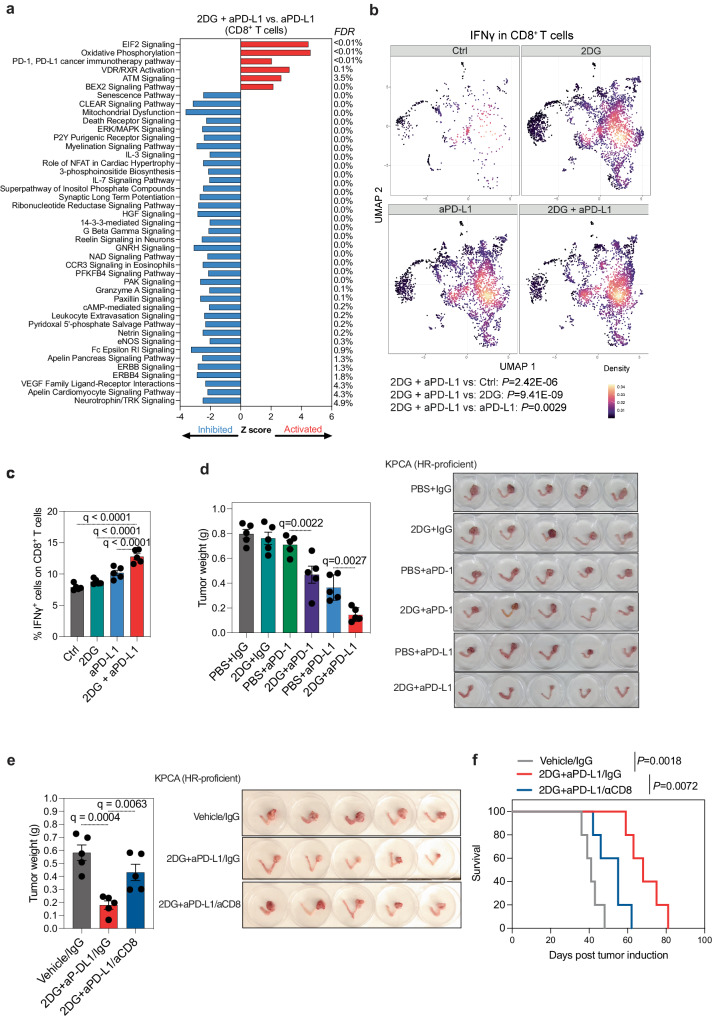
Combination treatment of 2DG and anti-PD-L1 suppressed ovarian tumors by promoting CD8^+^ T cell activity. **a** Signaling pathways that are enriched in the combination treatment group compared to the anti-PD-L1 treatment group of KPCA tumors based on single cell RNA-seq analysis. For single cell RNA-seq, *n* = 1 mouse from each of the indicated groups. **b** IFNγ expression of CD8^+^ T cells in each group of KPCA tumors based on single cell RNA-seq analysis. *P*-values were calculated using two-tailed *t*-test. For single cell RNA-seq, *n* = 1 mouse from each of the indicated groups. **c** FACS analysis of IFNγ expressed CD8^+^ T cells in each group of KPCA tumors. *n* = 5 mice. Two-tailed *P-*values were calculated by ANOVA corrected by the Benjamini, Krieger and Yekutieli method to generate *q-*values. Error bars represent mean with SEM. **d** Inhibiting branched *N*-glycans sensitizes HR-proficient ovarian tumors to anti-PD-1 and anti-PD-L1 immunotherapies. weight and images of orthotopic tumors formed by HR-proficient KPCA cells in C57BL/6 mice following the indicated treatments with 2DG, anti-PD-1 antibody, anti-PD-L1 antibody or in combination. *n* = 5 mice. Two-tailed *P*-values were calculated by ANOVA corrected by the Benjamini, Krieger and Yekutieli method to generate *q*-values. Error bars represent mean with SEM. **e**, **f** Same as (Fig. 6b), but the mice were randomized into three indicated treatment groups. After completing treatment, tumors were harvested and weighed (Two-tailed *P*-values were calculated by ANOVA corrected by the Benjamini, Krieger and Yekutieli method) (**e**) or mice were followed for survival and the Kaplan–Meier survival curves for each of the indicated groups are shown (**f**) (*n* = 5 mice/group) (*P*-values were calculated by Log-rank test). Error bars represent mean with SEM. Source data are provided as a Source Data file.

To conclusively demonstrate that the observed increase in sensitivity to anti-PD-L1 immunotherapy induced by 2DG combination is driven by its effect on CD8^+^ T cells, we conducted an in vivo experiment where we depleted CD8^+^ T cells using an anti-CD8 antibody in HR-proficient tumor-bearing mice and then treated them with or without the combination of 2DG and anti-PD-L1. The results showed that the suppression of tumor growth (Fig. 7e) and the improvement in the survival of tumor-bearing mice by the combination treatment were significantly abolished when CD8^+^ T cells were depleted (Fig. 7f). These findings support that inhibiting branched *N*-glycans enhances the sensitivity of HR-proficient tumors to immunotherapy by modulating CD8^+^ T cells.

## Discussion

In this study, we profiled glycomic alterations on EOC cells that drives immune evasion. Our findings unveiled several glycomic alterations, such as fucosylation, that are employed by EOC cells to broadly evade cellular immune responses. Notably, we also discovered branched *N*-glycans as a means to evade the CD8^+^ T cell response by HR-proficient EOCs, which represent a vulnerability that can be therapeutically explored with precision. Thus, these results offer valuable mechanistic insights into our understanding of the mechanisms by which EOC evades immune surveillance in the tumor microenvironment. Consequently, these discoveries hold the potential to guide the development of therapeutic strategies aimed at boosting anti-tumor immunity with precision by targeting HR-proficient EOCs, a critical unmet need in clinical management of this devasting disease.

Our study revealed a significant elevation of fucosylated glycans on ovarian cancers when subjected to immune pressures. Consistently, branched fucosylated glycoantigens, like Lewis antigens, interact with the C-type lectin DC-SIGN, which is expressed on various immune cells. This raises the possibility that tumor cells may engage with DC-SIGN to modulate immune cell functions^13^. In addition, core fucosylation has been associated with the progression of several cancers, including melanoma and breast cancers^15,42–47^. Moreover, it has been implicated in influencing PD-1/PD-L1-mediated immune evasion^14,30^. Our findings corroborate these existing associations by extending them into EOCs. Notably, EOC cells utilize fucosylation regardless of HR-status. This suggests that targeting fucosylation is a broadly applicable strategy to sensitize EOCs to ICB. Further investigation is warranted to understand the specific mechanisms through which immune pressure increases fucosylation on EOC cells and, conversely, how fucosylation promotes immune evasion and progression of EOC.

Our study highlighted a crucial glycomic difference between HR-proficient and -deficient EOCs, namely branched *N*-glycans. Elevated branched *N*-glycans can influence various cellular processes and immunological functions central to cancer progression, including cell growth, invasion, metastasis, metabolism, stemness maintenance, and immune surveillance. Consistent with this, high levels of MGAT5 expression, responsible for the synthesis of branched *N*-glycans, have been linked to poor prognosis in various cancer types^48,49^. Our identification of elevated MGAT5 and subsequent branched *N*-glycans in HR-proficient tumors not only shed light on the upstream mechanism driving this upregulation but also revealed its downstream impact on the immune system. Specifically, these branched *N*-glycans reinforce PD-1/PD-L1 binding, thereby reducing the effectiveness of anti-PD-L1 immunotherapy. This discovery allowed us to explore a potential avenue to enhance the sensitivity of HR-proficient cancers to anti-PD-L1 immunotherapy, namely by inhibiting these branched *N*-glycans. Considering the pressing clinical need to find effective treatments for HR-proficient EOCs, our findings represent a potential therapeutic strategy to sensitize these tumors to ICB such as anti-PD-L1 treatment. Moreover, given the fact that fucosylation is also implicated in immune response to HR-proficient EOC cells, our findings suggest that tumor cells might employ distinct yet complementary strategies to evade immune surveillance. This insight highlighted the possibility to develop personalized approaches by leveraging unique glycomic changes in the diverse subtypes of ovarian cancers.

In summary, these results underscore the potential of targeting alterations in glycans as an effective therapeutic strategy to restore anti-tumor immunity. Notably, our findings identify branched *N*-glycans as promising therapeutic targets whose inhibition sensitizes HR-proficient tumors to ICB by overcoming immune evasion. While this study focused on branched *N*-glycosylation and their roles in modulating immune responses against HR-proficient EOCs, our assessment of the glycomes of EOC with or without immune pressures, as well as in comparing HR-proficient and deficient EOCs, identified several glycomic changes that warrant further investigation. Investigating these changes can open avenues to enhance the efficacy of immunotherapies against EOCs. A limitation of our study is that the single cell RNA-seq analysis was based on one mouse from each group. Nonetheless, we validated key findings by functional studies such as depletion of CD8^+^ T cells. Together, our study not only contributes to a deeper understanding of the glycomic alterations associated with ovarian cancers but also provides critical insights into the development of urgently needed therapeutic strategies by leveraging these insights.

## Methods

### Animal models

Only female mice were used in this study because the current study focuses on ovarian cancer. The study protocols were approved by the Institutional Animal Care and Use Committee at The Wistar Institute (protocol number: 2021205) or The University of Texas MD Anderson Cancer Center (protocol number:00002384-RN00). All animal experiments were carried out in accordance with the relevant guidelines. Mice were maintained at 22–23 °C with 40–60% humidity and a 12 h light–12-h dark cycle. The maximum tumor burden (10% of the body weight as determined by The Wistar Institute and The University of Texas MD Anderson Cancer Center IACUC guidelines) has not been reached. For mouse models, 2 different strains were used in this study. 6–8 weeks old female C57BL/6 mice (Strain Code: 027, RRID:MGI:2159769) from Charles River Laboratories, and 6–8 weeks old female NSG mice (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ, RRID: IMSR_JAX:005557) from Jackson Laboratory were housed and maintained in individual microisolator cages in a rack system capable of managing air exchange with filters.

### Cell lines and culture conditions

Only female cancer cell lines were used because the current study focuses on ovarian cancer. Human high grade serous ovarian cancer (HGSOC) cell lines PEO1 (Fox Chase Cancer center, RRID:CVCL_2686), PEO4 (Sigma-Aldrich, Cat#: 10032309, RRID:CVCL_2690) and OVCAR3 (ATCC, RRID:CVCL_0465) were cultured in RPMI-1640 with 10% FBS and 1% penicillin/streptomycin at 37 °C supplied with 5% CO2. Human embryonic kidney cell line HEK-293T (ATCC, RRID:CVCL_0063) was cultured in DMEM with 10% FBS and 1% penicillin/streptomycin at 37 °C supplied with 5% CO2.

The sources and genotypes of mouse HGSOC cell lines have been listed in Supplementary Table 1. Mouse HGSOC cell lines KPCA, BPCA, SPCA, PPNM, BPPNM, HGS2 (RRID:CVCL_B5GW), ID8 (RRID:CVCL_IU14) and UPK10 were cultured in fallopian tube cells media (FT-media); DMEM supplemented with 1% insulin–transferrin–selenium (Thermo Fisher Scientific; ITS-G, 41400045), EGF (Sigma-Aldrich; E4127, 2 ng/mL), 4% heat-inactivated fetal bovine serum (Thermo Fisher Scientific; IFS, F4135), and 1% penicillin/streptomycin at 37 °C supplied with 5% CO_2_.

All the cell lines were authenticated using short tandem repeat DNA profiling. Mycoplasma was tested monthly using mycoplasma PCR detection kit (Sigma-Aldrich, Cat#: MP0035).

### Plasmids and lentivirus infection

pLKO.1-human MGAT5-shRNA1 (TRCN0000036060), pLKO.1-human MGAT5-shRNA2 (TRCN0000036063), pLKO.1-human BRCA1-shRNA1 (TRCN0000039833), pLKO.1-human BRCA1-shRNA2 (TRCN0000039837), pLKO.1-human BRCA2-shRNA1 (TRCN0000009825), pLKO.1-BRCA2-shRNA2 (TRCN0000010306), pLKO.1-mouse BRCA1-shRNA (TRCN0000042561), pLKO.1-mouse BRCA2-shRNA (TRCN0000071009), pLKO.1-mouse MGAT5-shRNA (TRCN0000018755), human CD19 (hCD19) ORF and human BRCA1 ORF were obtained from the Wistar Institute Molecular Screening and Protein Expression Facility. pLKO.1-scramble shRNA is obtained from Addgene (#1864, RRID: Addgene_1864). pGIPZ-human MGAT3 shRNA (CCGACGACGTCTTCATCAT) and pGIPZ non-silencing control were obtained from MD Anderson Cancer Center Functional Genomics Core. To construct pLVX-hCD19 plasmid, hCD19 ORF was PCR-amplified and cloned into pLVX-M-puro (Addgene, #125839, RRID: Addgene_125839). To construct pGL4.10-MGAT5 promoter plasmid, 2000 bp of MGAT5 promoter was PCR-amplified using OVCAR3’s genomic DNA as the template and cloned into pGL4.10[luc2] (Promega, E6651). To construct pCDH-BRCA1 and pCDH-truncated BRCA1 plasmid, full length and truncated BRCA1 was PCR-amplified using BRCA1 ORF as the template and cloned into pCDH-CMV (Addgene, #72265, RRID: Addgene_72265). To generate the expression plasmid encoding anti-CD19 CAR T cells, the FMC63 mouse-derived anti-human CD19 single chain variable region^50^ was synthesized by Genscript and cloned into the pTRPE lentiviral expression plasmid backbone^51^. An EF1a promoter drive the expression of a GFP reporter upstream of a T2A cleavage site, followed by the chimeric antigen receptor consisting of the FMC63 mouse anti-human single chain variable region followed by the CD8a hinge, CD28 transmembrane domain, the CD28 intracellular costimulatory domain, and the CD3z chain. HEK-293T cells were transfected by Lipofectamine 2000 for lentivirus package. Lentivirus was collected and filtered with 0.45-mm filter 48 h after transfection. Cells infected with lentivirus were selected in 1 mg/ml puromycin or 1 mg/ml blasticidin 48 h after infection.

### Cell cycle analysis

Cell was harvested and washed twice with PBS, then fixed with 70% ethanol in PBS at 4 °C overnight. Cells were washed twice with PBS and incubated with a mix containing 100 mg/ml RNAse A (Thermo Fisher, EN0531) and 50 mg/ml propidium iodide (Thermo Fisher, P3566) for 15 min. Then the samples were examined by flow cytometry.

### Colony formation assay

Three thousand cells were seeded into 24-well tissue culture plates and cultured in control medium for 1 week. In the last 2 days, the control medium was replaced with medium containing 2DG. Afterward, colonies were stained with 0.05% crystal violet, and the signal intensity was quantified using the National Institutes of Health ImageJ software (version 1.53a).

### Antibodies and immunoblotting

Whole-cell lysate was extracted using RIPA buffer (50 mM Tris pH 8.0, 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 1 mM EDTA, 1 mM dithiothreitol, and 1 mM PMSF) on ice. Proteins were separated by SDS-PAGE gel and transferred to a PVDF membrane (Millipore, IPVH00010). The membranes were blocked with 5% non-fat milk and incubated with primary antibodies overnight at 4 °C with gentle agitation using the following antibodies and dilutions: anti-β-actin (1:1000; Cell Signaling, Cat#: 4970, RRID:AB_2223172), anti-BRCA2 (1:500; Cell Signaling, Cat#: 10741, RRID:AB_2797730), anti-BRCA1 (c-terminus, 1:200; Santa Cruz, Cat#: sc-6954, RRID: AB_626761), anti-BRCA1 (n-terminus, 1 µg/mL, R&D Systems, Cat#: AF2210, RRID:AB_2067618), anti-MGAT5 for mouse (1:500; Thermo Fisher, Cat#: PA5-87988, RRID:AB_2804566), anti-MGAT5 for human (1:500; R&D Systems, Cat#: MAB5469, RRID:AB_10972310). Objective signals were amplified with HRP-conjugated secondary antibodies (1:2000; Cell Signaling, Cat#: 7076, RRID:AB_330924; 1:3000; Cat#: 7074, RRID:AB_2099233; and 1:5000; Thermo Fisher, Cat#: 31402, RRID:AB_228395) and detected by chemiluminescent substrate (Thermo Fisher, Cat#: 34094).

### Glycomic analysis using lectin microarrays

The protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at The Wistar Institute. 1 × 10^6^ mouse ovarian cancer cells with different genotypes were unilaterally injected into the ovarian bursa sac of 6–8 week-old female immunocompetent C57BL/6 mice or immunocompromised NSG mice. Tumors were collected after 4 weeks, then tumors were chopped and digested with the Mouse Dissociation Kit (Miltenyi Biotec, 130-096-730) according to the manufacturer’s instructions. Single cells were then harvested with a 70 mm strainer and used for staining. MoFlo Astrios EQ (Beckman) was used to sort out immune cells from tumor cells by BV-711 anti-mouse CD45 antibody (1:100; Biolegend, 103147, RRID:AB_2564383) staining. A lectin microarray platform was used to profile 96 different glycan structures on the surface of sorted tumor cells. The lectin array employs a representative panel of immobilized lectins with known glycan structure binding specificity. Cell-membrane proteins were labeled with Cy3 dye (Sigma-Aldrich, Cat# GEPA23001) and hybridized to the lectin microarray. The resulting lectin chips were scanned for fluorescence intensity on each lectin-coated spot using an evanescent-field fluorescence scanner (Rexxam Co., Ltd.). All samples were run in triplicate, and the average of the triplicate was used for analysis. Data were normalized using the global normalization method.

### Reverse transcription and quantitative Real-Time PCR (qRT-PCR)

Total RNA was extracted using Trizol reagents (Thermo Fisher, Cat#: 15596026) according to the manufacturer’s protocol. RNA was reverse transcribed with the High-Capacity cDNA Reverse Transcription kit (Thermo Fisher, Cat#: 4368813). qRT-PCR was performed using the QuantStudio 3 Real-Time PCR System (Thermo Fisher). Following primers for PCR were purchased from Integrated DNA Technologies; human MGAT3 (forward: 5’-ACGTCAACCACGAGTTCGACCT-3’ and reverse: 5’-AAGCCGTGAAGTTGGACTCGCA-3’), human BRCA1 UTR (forward: 5’- GATCCCACCAGGAAGGAAGC-3’ and reverse: 5’-AGTCTTCACTGCCCTTGCAC-3’), human B2M (forward: 5’-CCACTGAAAAAGATGAGTATGCCT-3’ and reverse: CCAATCCAAATGCGGCATCTTCA-3’), mouse *Fut4* (forward: 5’- CGCGAATGGATGTGCTTTCCTG -3’ and reverse: 5’-CGCTTTCCCGAGATTTACCC-3’), mouse *Fut8* (forward: 5’-GAGCACAGATGGAGACAGGGAA-3’ and reverse: 5’-TCACTCTGCGAGCAGTCTTCAG-3’), mouse *Fut9* (forward: 5’-CGCGAATGGATGTGCTTTCCTG-3’ and reverse: 5’-GACTTCTGCGTAAGGATGCTGG-3’), mouse *Brca1* (forward: 5’-CGAGGAAATGGCAACTTGCCTAG-3’ and reverse: 5’-TCACTCTGCGAGCAGTCTTCAG-3’), mouse *Brca2* (forward: 5’-GAGCACAGATGGAGACAGGGAA-3’ and reverse: 5’-CAGACGGAGATGTCGCCTTTCT-3’) and mouse b-Actin (forward: 5’-CTGGACCCAGGAAGATGAAAG-3’ and reverse: 5’-GCCAAACCAGCACCATTTAC-3’).

### Immunofluorescence

Cells were fixed with 4% paraformaldehyde (PFA) and permeabilized with 1% Triton-X in PBS. Primary antibody anti-BRCA1 (1:50; Santa Cruz, Cat#: sc-6954, RRID: AB_626761) was incubated overnight at 4 degrees in 5% goat serum. Alexa Fluor™ 568 conjugated secondary antibody (2 µg/mL; Thermo Fisher, Cat# A-11004) were incubated for 1 h at room temperature.

### Reporter assay

OVCAR3 cells (1 × 10^5^ per well) were seeded in 12-well plate and co-transfected with 180 ng pGL4.10-MGAT5 promoter plasmid and 20 ng pRL-SV40 (Promega, Cat#: E223A) using Lipofectamine 2000 (Invitrogen). Fourty-eight hours later, a Dual-Luciferase Reporter Assay System (Promega, Cat#: E1910) was used for the luminescence assay. Luminescence was measured using a BioTek Synergy H1 Microplate Reader (Agilent).

### Immune cell analysis

Tumors were chopped and digested with Mouse Dissociation Kit (Miltenyi Biotec, 130-096-730) according to the manufacturer’s instructions. Single cells were then harvested with 70 mm strainer and used for staining. Live/dead cells were discriminated by viability staining Kit (Thermo Fisher, Cat#: L34965). Fc blocking (BD Biosciences, Cat#: 553142) was followed by cell surface staining in FACS buffer (2% FBS in PBS buffer) using antibodies against CD3ε (1:100; Biolegend, Cat#: 100320, RRID:AB_312684), CD45 (1:100; Biolegend, Cat#: 103147, RRID:AB_2564383), CD8a (1:100; Biolegend, Cat#: 100707, RRID:AB_312747), PD-1 (1:100; Biolegend, Cat#: 135209, RRID:AB_2251944) and PD-L1 (1:100; Biolegend, Cat#: 124315, RRID:AB_10897097). Intracellular staining was carried out using True-Nuclear™ Transcription Factor Buffer Set (Biolegend, Cat#: 424401) according to manufacturer instructions. Briefly cells were fixed for 45 min at room temperature in the dark. Following fixation, cells were washed 1x in permeabilization buffer and then incubated with anti-IFNγ antibody (1:100; Biolegend, Cat#: 505840, RRID:AB_2734493). Data was acquired using flow cytometry (BD Biosciences, LSRFortessa™ Cell Analyzer) and analyzed using FlowJo software (version 10.0).

### Chromatin immunoprecipitation (ChIP)

Cells were crosslinked with 1% formaldehyde for 10 min and then quenched by 0.125 M glycine for 5 min at room temperature. Fixed cells were lysed with ChIP lysis buffer 1 (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA pH 8.0, 1% Triton X-100, and 0.1% DOC) on ice and lysis buffer 2 (10 mM Tris pH 8.0, 200 mM NaCl, 1 mM EDTA, and 0.5 mM EGTA) at room temperature. Chromatin was digested with micrococcal nuclease (MNase Cell Signaling, Cat#: 10010) in digestion buffer (10 mM Tris pH 8.0, 1 mM CaCl2, and 0.2% Triton X-100) at 37 °C for 15 min. Nucleus products were broken down by Bioruptor pulse at high frequency. The following antibodies were used for ChIP: anti-BRCA1 antibody (Santa Cruz, sc-6954, RRID:AB_626761; 5 μg/IP) and anti-BRCA2 antibody (Cell Signaling, 10741, RRID:AB_2797730; 10 μL/IP). ChIP DNA was purified by the ChIP DNA clean and concentrator kit (Zymo Research, Cat#: D5205) and analyzed by qPCR. Primers targeting the *MGAT5* promoter were used for ChIP–qPCR are purchased from Integrated DNA Technologies; human *MGAT5* promoter forward (5″-GTCTCCTCTGACTTCAACAGCG -3″) and human *MGAT5* promoter Reverse (5″- ACCACCCTGTTGCTGTAGCCAA -3″).

### In vitro T cell killing assay

The elimination index was determined according to a previous study. Briefly, CAR T cells were co-cultured with target cells at an E:T ratio of 1:6 in RPMI 1640 fully supplemented in the absence of cytokines. After 48 h, cells were stained with propidium Iodide (Thermo Fisher, P3566), and live/dead cells were analyzed with flow cytometry (BD Biosciences, LSRII). The elimination index was calculated as follows: 1 - (ratio of live target cells with CAR T cells / ratio of live target cells in the control group).

### PD-L1/PD-1 binding assay

For the binding assay in human and mouse cancer cells, cells were first stimulated with 100 ng/ml of human recombinant IFN-gamma (Stemcell, 78020.1) or mouse recombinant IFN-gamma (Stemcell, 78021.1) for 48 h. Then, cells were harvested and incubated with recombinant human PD-1 biotinylated protein (R&D Systems, BT1086-050) or recombinant mouse PD-1 biotinylated protein (BPS Bioscience, 71118-1) for 30 min at room temperature, followed by streptavidin AF-647 (Thermo Fisher, S21374).

### Orthotopic EOC mouse models and treatments

The protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at The Wistar Institute. For in vivo experiments, a sample size of at least five mice per group was determined based on the data obtained from in vitro experiments. For orthotopic xenograft models, 1 × 10^6^ mouse ovarian cancer cells were unilaterally injected into the ovarian bursa sac of 6–8 week-old female immunocompetent C57BL/6 mice. In the 2FF treatment group, tumor cells were pre-treated with 300 µM 2FF for 3 days before injection. After tumor implantation, 2FF was administered by oral gavage at a dose of 17.5 mg/kg in PBS every 2 days. In the 2DG treatment group, once the tumors were palpable (9 days after implantation), mice were injected intraperitoneally with 2DG (500 mg/kg in PBS) every two days. After day 9, anti-mouse PD-L1 antibody (BioXcell, BE0101, RRID:AB_10949073) or anti-mouse PD-1 antibody (BioXcell, BE0273, RRID:AB_ 2687796) was intraperitoneally injected twice a week for 3 weeks at a dose of 5 mg/kg. The relevant solvent and control rat IgG antibody (BioXCell, BE0090, RRID:AB_1107780) were administered to control animals. Please note that we used the same control and anti-PD-L1 treatment groups for comparison with the combination treatment group for both 2DG and 2FF. Mice were then sacrificed on day 30, and tumor burden was examined using tumor weight as a surrogate in each treatment group. For CD8^+^ T cell depletion, an anti-CD8 antibody (BioXCell, Cat#: BE0117, RRID:AB_10950145, 5 mg/kg, twice per week) was used to deplete CD8 + T cells for 3 weeks during the combination treatment. An isotype-matched IgG (Bio X Cell, Cat#: BE0090, RRID:AB_1107780) was used as a negative control. Mice were then sacrificed, and tumor burden was examined using tumor weight as a surrogate in each treatment group. For survival experiments, the guidelines of The Wistar Institute IACUC were used for endpoint assessment, such as when tumor burden exceeded 10% of body weight.

### Single-cell RNA sequencing (scRNA-seq) analysis

Pre-processing of the scRNA-seq data was performed using Cell Ranger Suite (pipeline v7.0.0, https://support.10xgenomics.com) with refdata-gex-mm10-2020-A transcriptome as a reference to map reads on the mouse genome (mm10) using STAR. 

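These limits are not yet applied in the deposited counts, where every barcode has at least 500 UMIs. Applying them here left out 6.01% of cells in the control library, 11.5% with 2DG, 11.4% with 2FF, 9.86% with anti-PD-L1, 9.27% with 2DG plus anti-PD-L1 and 9.21% with 2FF plus anti-PD-L1. In total 5445 cells were left out. The median number of UMIs per kept cell was 6196, 6745, 6505.5, 6237, 6320.5 and 7732. A score from simulated doublets marked 701, 536, 768, 687, 718 and 537 of the kept cells, the highest-scoring 0.8% per 1000 cells of each library, and these were removed only as an alternative.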

Low-quality cells with <250 genes with reads and cells with over 5% mitochondrial content were filtered out. Batch effect was not observed and hence not corrected for. Cell clustering, marker identification, and visualization were performed using Seurat v4. The R package SingleR was used to determine cell types of the clusters using the ImmGen dataset as a reference for cell-specific gene signatures. 

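From the fixed markers, 37 of 40 clusters took a name. There were 7 monocyte-like clusters (13684 cells), 9 T-like (14121), 4 macrophage-like (8986), 4 granulocyte-like (5600), 5 dendritic-like (3368), 3 NK-like (1575), 2 B-like (1475), 1 plasma-like (211), 1 epithelial-like (175) and 1 gamma-delta T-like (156). No cluster was named fibroblast-like. The 3 unnamed clusters held 2282 cells, and they made up 3.76% of cells in the 2FF library and 6.32% with 2FF plus anti-PD-L1.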

Cell-typing was also verified using gene markers unique to clusters. The T cell cluster was subset and reclustered to resolve the cells into subtypes. 

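Reclustering of the T-like cells gave 7914 CD8 T-like, 2044 CD4 T-like and 2001 Treg-like cells, and 2162 cells stayed unnamed. A gate on single marker genes put 89.3% of the CD8 T-like cells into the CD8 gate, 70.8% of the CD4 T-like cells into the CD4 gate and 71.1% of the Treg-like cells into the Foxp3 gate. The unnamed ones include sub-clusters with markers of monocytes, macrophages, dendritic cells or granulocytes. Cells of these made up 14.4% of T-like cells in the control library, 5.64% with 2DG, 10.3% with 2FF, 8.44% with anti-PD-L1, 8.51% with 2DG plus anti-PD-L1 and 8.07% with 2FF plus anti-PD-L1. The doublet score marked 58.5% of them in the control library and 94.1% to 98.1% in the treated ones. Of the CD8 T-like cells it marked 0.450% to 4.72%.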

Differential expression between samples in specific clusters was performed using Wilcoxon Rank Sum Test. Statistically significant differentially expressed genes were used as inputs for enrichment analysis using Qiagen Ingenuity pathway analysis (IPA).

### Metabolism experiments

The extracellular acidification rate (ECAR) was determined following the instructions of the Agilent Seahorse XF Glycolysis Stress Test Kit (Agilent, 103020-100). Briefly, cells were pretreated with appropriate doses of 2DG for 24 h. Then, the cells (OVCAR3 cells, 20,000 per well) were seeded and incubated with 2DG in an XF96 Cell Culture Microplate the day before running the assay. The media were exchanged to XF media 1 h before the assay. Glucose, oligomycin, and 2-deoxyglucose (2-DG) were diluted into XF media and loaded into the cartridge to achieve final concentrations of 10, 2, and 50 mM, respectively.

### Flow cytometry analysis

Cells were washed with PBS containing 0.5% (w/v) BSA (PBS/BSA). All staining was carried out in this buffer. For directly labeled antibodies and lectins, cells were then washed two times with cold PBS/BSA buffer, resuspended in this buffer, and analyzed by flow cytometry. For indirect detections, cells were washed once with PBS/BSA before the addition of the appropriate secondary detection agent. Cells were then kept on ice for 20 min, washed two times with buffer, and resuspended for flow cytometry. For PD-L1 detection in mouse cancer cells, APC anti-mouse CD274 (B7-H1, PD-L1) antibody (Biolegend, 124311, RRID:AB_10612935) was used at a 1:100 dilution. For PD-L1 detection in human cancer cells, PE anti-human CD274 (B7-H1, PD-L1) antibody (Biolegend, 329706, RRID:AB_940368) was used at a 1:20 dilution. For CD19 detection, APC anti-human CD19 antibody (Biolegend, 302212, RRID:AB_314242) was used at a 1:20 dilution. For branched N-glycan in human cancer cells, 2 μg/ml fluorescein-labeled PHA-L (Vectorlabs, FL-1111-2) was used. For bisecting GlcNAc in human cancer cells, 5 μg/ml fluorescein-labeled PHA-E (Vectorlabs, FL-1121-2) was used. For branched N-glycan in mouse cancer cells, 2 μg/ml biotinylated PHA-L (Vectorlabs, B-1115-2) was used, followed by streptavidin AF-647 (Thermo Fisher, S21374).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism software (version 8.0). Two-tailed Student’s *t*-tests or and ANOVA corrected by the Benjamini, Krieger and Yekutieli method was used to identify significant differences. Spearman correlation analysis was used to examine the correlation between two factors. Log-rank test was used to compare the survival distributions among experimental groups. Experiments were repeated at least twice. Quantitative data are expressed as mean ± SD unless otherwise stated. No statistical method was used to predetermine sample size. No data were excluded from the analyses. All analyses were performed blindly but not randomly. All mice for animal experiments were randomized.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA-seq data generated in this study have been deposited in the NCBI database under accession code GSE244012. The online ChIP-seq data that we reanalyzed here are available in the Gene Expression Omnibus (GEO) database under accession codes GSE170476 and GSM935552. Mutation status, gene expression and survival data of HGSOCs were downloaded from MDACC TCGA data portal (https://bioinformatics.mdanderson.org/MQA/) and cBioPortal (https://www.cbioportal.org/). Mutation status and gene expression for cell lines were downloaded from DepMap portal (https://depmap.org/portal/download, dataset DepMap Public 22Q2). The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

# Supplementary material for: Targeting branched N-glycans and fucosylation sensitizes ovarian tumors to immune checkpoint blockade
**Source:** Nat Commun. 2024 Apr 2;15:2853. doi: 10.1038/s41467-024-47069-y
**Supplement:** Supplementary file 1 — Supplementary Information

# **Targeting Branched *N*-Glycans and Fucosylation Sensitizes Ovarian Tumors to Immune Checkpoint Blockade**

**Nie et al., Supplementary Information**

**Supplementary Table 1: List of mouse ovarian cancer cell lines used in the study.**

| <b>Cell lines</b> | <b>Phenotypes</b> | <b>Genotypes</b>                                                                                                                                      | <b>Source</b>     |
|-------------------|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------|
| ID8               | HR-proficient     | <i>Trp53</i> <sup>+/+</sup>                                                                                                                           | PMID:<br>10753190 |
| UPK10             | HR-proficient     | <i>Trp53</i> <sup>-/-</sup> , <i>Kras</i> <sup>G12D</sup>                                                                                             | PMID:<br>22351930 |
| KPCA              | HR-proficient     | <i>Trp53</i> <sup>-/-R172H</sup> , <i>Ccne1</i> <sup>OE</sup> , <i>Akt2</i> <sup>OE</sup> , <i>Kras</i> <sup>G12V</sup>                               | PMID:<br>33158843 |
| SPCA              | HR-proficient     | <i>Trp53</i> <sup>-/-R172H</sup> , <i>Ccne1</i> <sup>OE</sup> , <i>Akt2</i> <sup>OE</sup> ,<br><i>Smarca4</i> <sup>OE</sup>                           | PMID:<br>33158843 |
| BPCA              | HR-proficient     | <i>Trp53</i> <sup>-/-R172H</sup> , <i>Ccne1</i> <sup>OE</sup> , <i>Akt2</i> <sup>OE</sup> , <i>Brd4</i> <sup>OE</sup>                                 | PMID:<br>33158843 |
| PPNM              | Non-classified    | <i>Trp53</i> <sup>-/-R172H</sup> , <i>Pten</i> <sup>-/-</sup> , <i>Nf1</i> <sup>-/-</sup> , <i>Myc</i> <sup>OE</sup>                                  | PMID:<br>33158843 |
| BPPNM             | HR-deficient      | <i>Trp53</i> <sup>-/-R172H</sup> , <i>Brca1</i> <sup>-/-</sup> , <i>Pten</i> <sup>-/-</sup> , <i>Nf1</i> <sup>-/-</sup> ,<br><i>Myc</i> <sup>OE</sup> | PMID:<br>33158843 |
| HGS2              | HR-deficient      | <i>Trp53</i> <sup>-/-</sup> , <i>Brca2</i> <sup>-/-</sup> , <i>Pten</i> <sup>-/-</sup>                                                                | PMID:<br>31940494 |
| ID8 (Brca2<br>KO) | HR-deficient      | <i>Trp53</i> <sup>-/-</sup> , <i>Brca2</i> <sup>-/-</sup>                                                                                             | PMID:<br>27530326 |

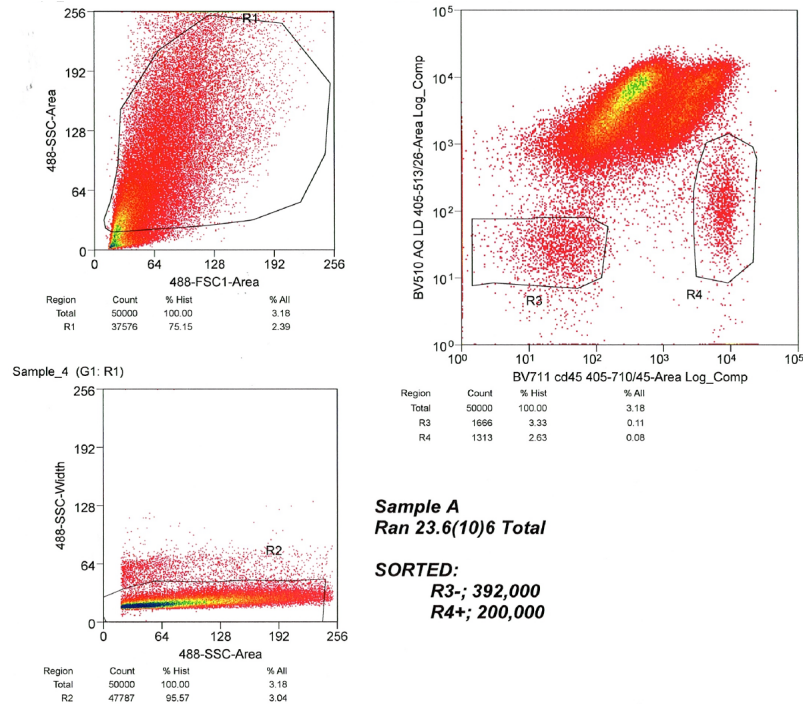

**Supplementary Figure 1: An example of FACS sorting strategy for glycomic profile in Figure 1.**

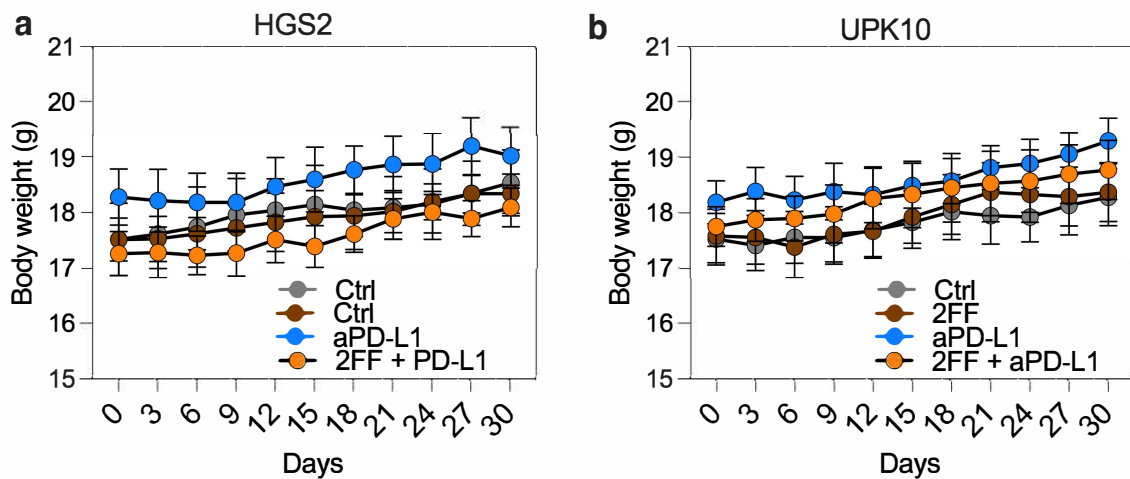

**Supplementary Figure 2: 2FF and anti-PD-L1 combination treatment does not affect body weight of tumor-bearing mice.**

Body weights of the mice in the indicated treatment groups after intrabursal injection in mice bearing HGS2 (a) and UPK10 (b) tumors. n=5 mice. Error bars represent Mean + SEM. Source data are provided as a Source Data file.

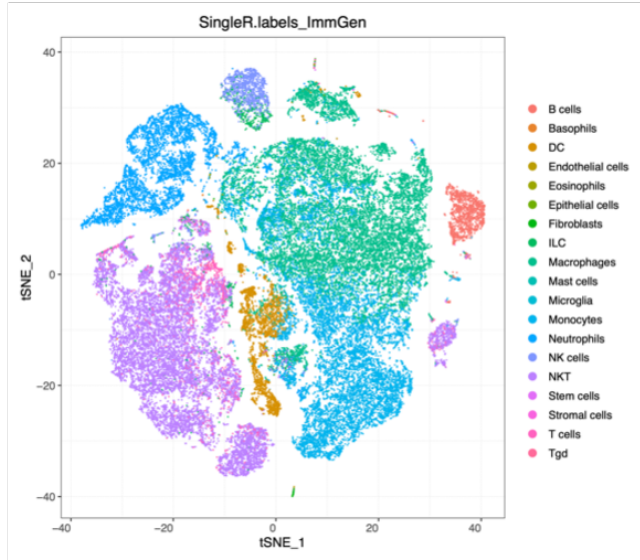

**Supplementary Figure 3: Immune cell cluster analysis from the single-cell RNA sequencing experiments.**

tSNE plot for unbiased clustering followed by prediction of cell types of cellular components of KPCA orthotopic tumors, where each color-coded cluster represents one immune cell type/state. Inset, relative composition of the clusters. Each point represents one cell that is colored by its cell type/state. n=6 mice pooled with one mouse from each of the experimental groups, namely: control, 2FF, 2DG, anti-PD-L1, 2FF/anti-PD-L1, and 2DG/anti-PD-L1.

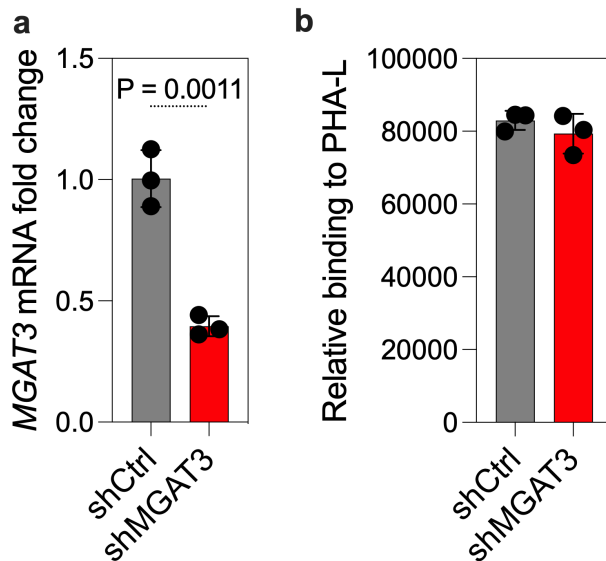

**Supplementary Figure 4: MGAT3 expression does not affect branched *N*-glycans.**

**a-b,** (a) HR-proficient cell line OVCAR3 expressing shMGAT3 and shControl were validated for MGAT3 knockdown by RT-qPCR, and (b) examined for the relative PHA-L binding to the cells by flow cytometry. Error bars represent Mean + SD. *P* values were calculated using two-tailed t-test. n = 3 biologically independent samples. Source data are provided as a Source Data file.

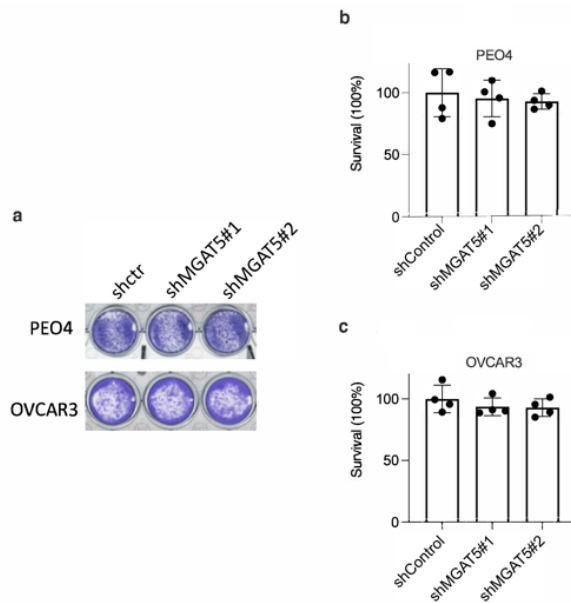

**Supplementary Figure 5: Examination for proliferation of HR-proficient cell lines PEO4 and OVCAR3 expressing shMGAT5 and shControl.**

3,000 cells were seeded into 24-well tissue culture plates. Cells were cultured in RPMI-1640 with 10% FBS. After 10 days, colonies were stained with 0.05% crystal violet (**a**), and integrated intensity was quantified for PEO4 (**b**) and OVCAR3 (**c**) cells. Error bars represent Mean + SD. n = 4 biologically independent samples. Source data are provided as a Source Data file.

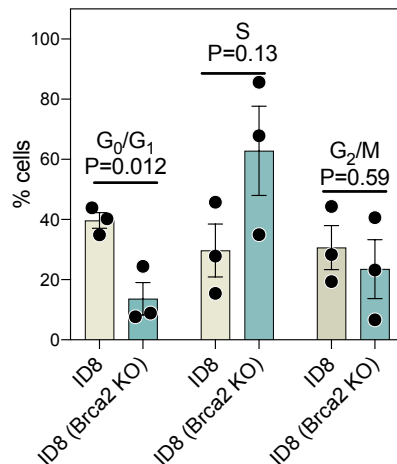

**Supplementary Figure 6: *Brca2* knockout did not decrease percentages of cells in S phase of the cell cycle in ID8 cells.**

Cell cycle distribution of the indicated cells was determined by FACS analysis. n = 3. Error bars represent Mean + SEM. *P* values were calculated using two-tailed t-test. n = 3 biologically independent samples. Source data are provided as a Source Data file.

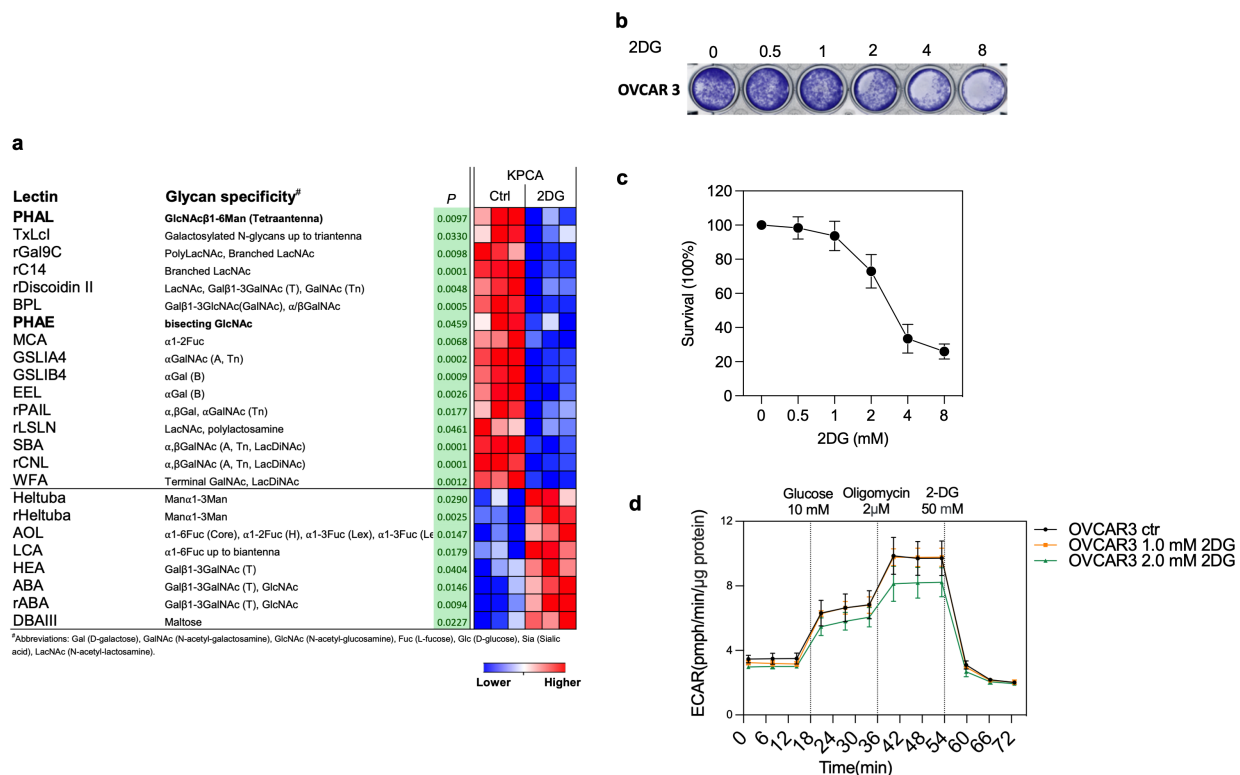

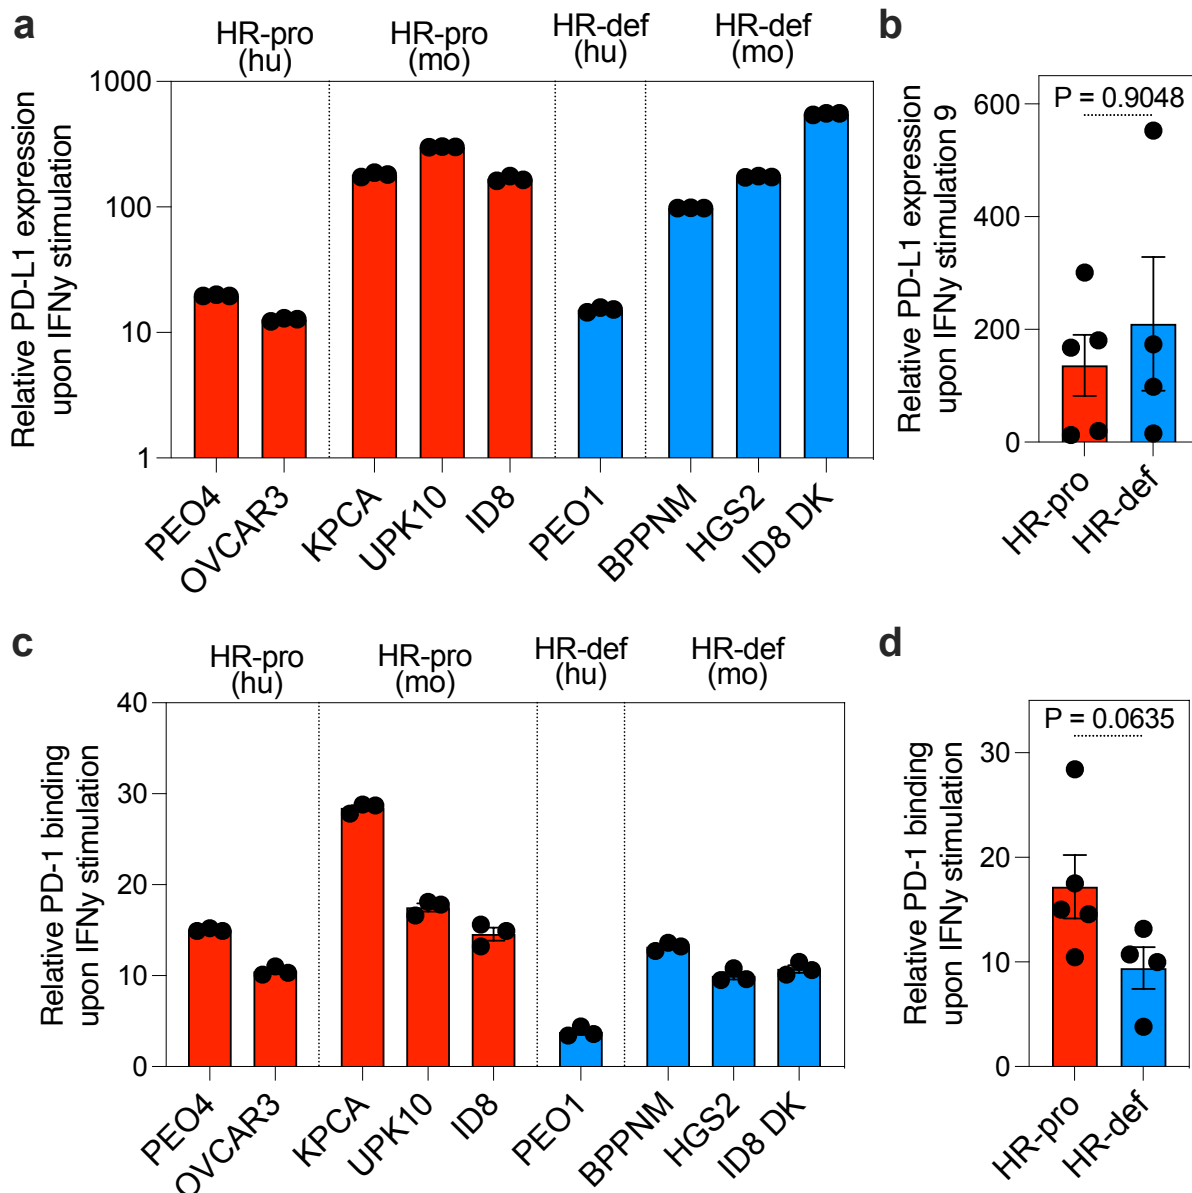

**Supplementary Figure 8: Levels PD-L1 expression and PD-1 binding in several ovarian cancer cell lines by FACS analysis.**

**a**, PD-L1 expression in several ovarian cancer cell lines.  $n = 3$  biologically independent samples. **b**, Comparison of PD-L1 expression between HR-proficient and HR-deficient ovarian cancer cell lines. P value was generated using a non-parametric two-tailed t-test. Error bars represent the mean with SEM.  $n = 5$  independent cell lines in HR-proficient group,  $n = 4$  independent cell lines in HR-deficient group. **c**, Frequency of recombinant PD-1 binding to a series of ovarian cancer cell lines.  $n = 3$  biologically independent samples. **d**, Comparison of recombinant PD-1 binding between HR-proficient and HR-deficient ovarian cancer cell lines. P value was generated using a non-parametric two-tailed t-test. Error bars represent the mean with SEM.  $n = 5$  independent cell lines in HR-proficient group,  $n = 4$  independent cell lines in HR-deficient group. Source data are provided as a Source Data file.

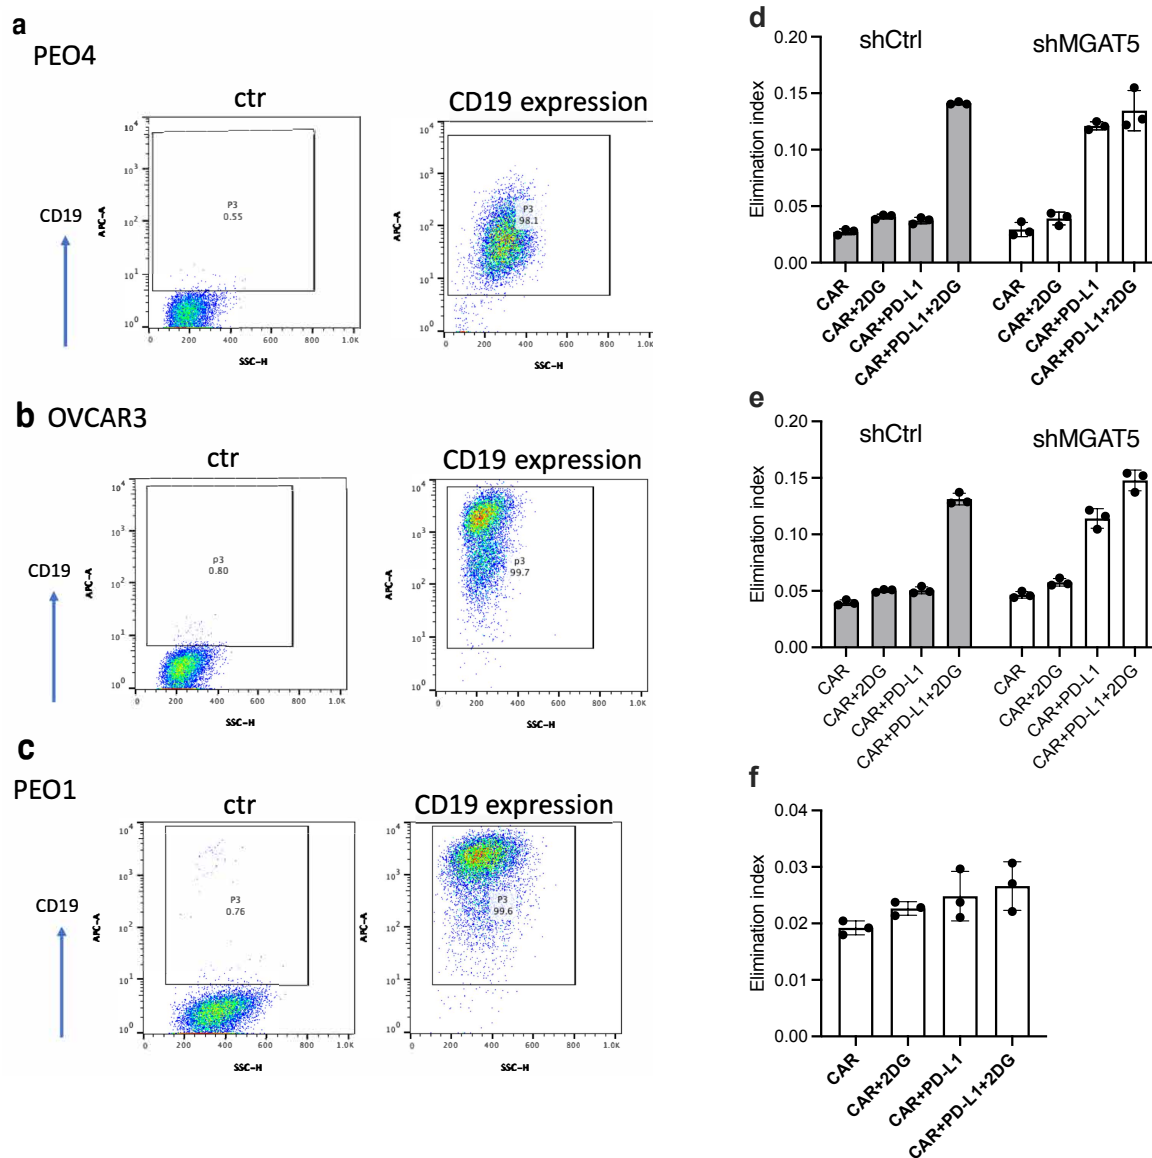

**Supplementary Figure 9: Validation of CD19 ectopic expression in human ovarian cancer cells.** **a-c**, Examination for CD19 expression on the surface of PEO4, OVCAR3 and PEO1 ectopically expressing CD19. Cells infected with vector (control) or CD19 lentivirus were stained by anti-human CD19 antibody (Biolegend, 302212) then analyzed by Flow cytometry. 3 biological repeats were performed for each sample. **d-f**, The base level of CAR T cells cytotoxicity against different ovarian cancer cells. **d**, Killing of HR-proficient PEO4 cells expressing CD19 was measured after coculture with anti-CD19 CAR T cells at the 1:6 E:T ratio (relative to Fig. 5e). **e**, Killing of HR-proficient OVCAR3 cells expressing CD19 was measured after coculture with anti-CD19 CAR T cells at the 1:6 E:T ratio (relative to Fig. 5f). **f**, Killing of HR-deficient PEO1 cells expressing CD19 was measured after coculture with anti-CD19 CAR T cells at the 1:6 E:T ratio (relative to Fig. 5g). Error bars represent the mean with SD. n = 3 biologically independent samples. Source data are provided as a Source Data file.

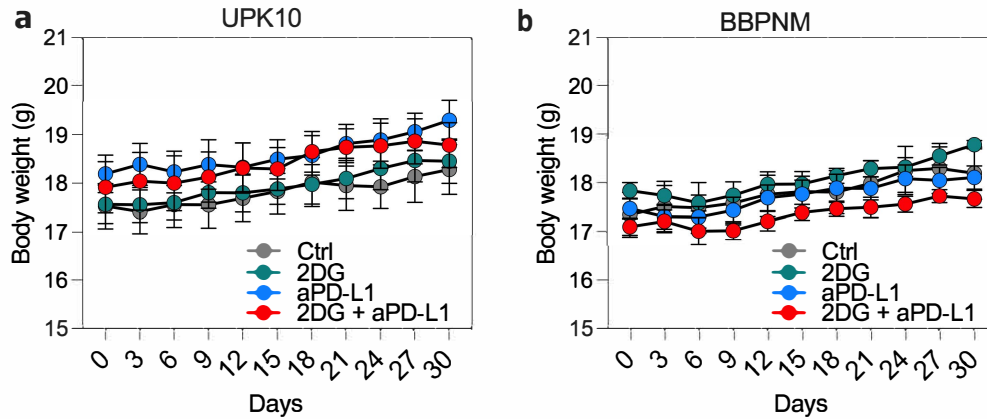

**Supplementary Figure 10: 2DG and anti-PD-L1 combination treatment does not affect body weight of tumor-bearing mice.**

Body weights of the mice in the indicated treatment groups after intrabursal injection in mice bearing UPK10 (**a**) or BPPNM (**b**) tumors.  $n = 5$  mice per group with exception of  $n = 4$  mice in BPPNM model. Error bars represent Mean + SEM. Source data are provided as a Source Data file.

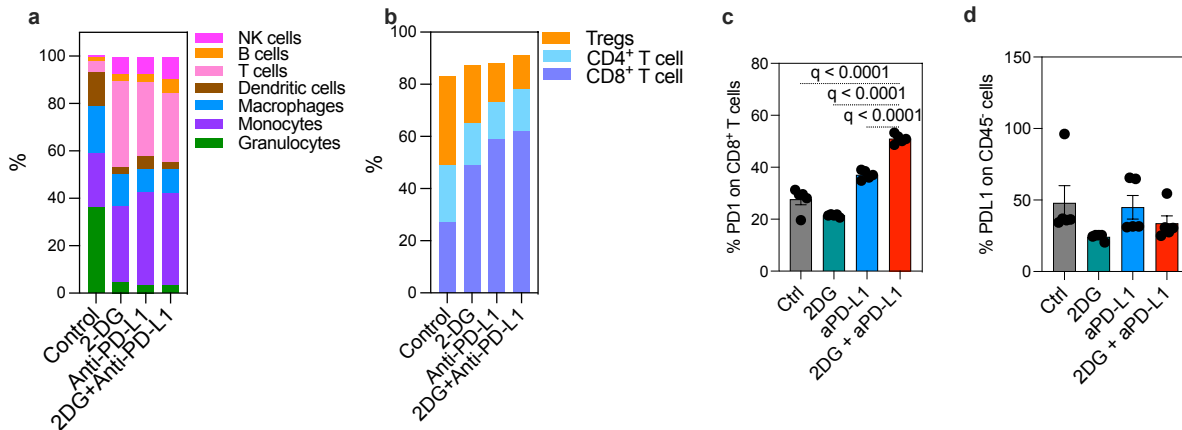

**Supplementary Figure 11: Effects of 2DG + aPD-L1 treatment on immune profiles in vivo.**

**a**, Selected Immune cell infiltration in each group of KPCA tumors based on single cell RNA-seq analysis. 

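The shares of the other immune classes, in the order control, 2DG, 2FF, anti-PD-L1, 2DG plus anti-PD-L1 and 2FF plus anti-PD-L1, were computed over the same 7 classes. Monocyte-like cells made up 37.7%, 21.1%, 21.1%, 29.0%, 25.4% and 33.5%, and macrophage-like cells 9.26%, 17.6%, 24.6%, 17.5%, 20.7% and 21.3%. The line between these classes is uncertain, because a monocyte-like cluster of 2368 cells, 1415 of them from the control library, has 1 of the fixed monocyte markers (F13a1) and none of the fixed macrophage markers among its 10 leading genes, and the others include Spp1, Gpnmb, Mmp12, Pf4 and Hmox1, genes often high in macrophages. For NK-like cells the shares were 0.350%, 4.40%, 2.04%, 4.12%, 5.37% and 3.44%, for B-like cells 1.40%, 1.78%, 3.75%, 2.88%, 5.14% and 3.00%, and for dendritic-like cells 5.34%, 9.13%, 6.61%, 8.29%, 6.29% and 6.08%. T-like cells made up 35.6% with 2FF and 27.1% with 2FF plus anti-PD-L1, and granulocyte-like cells 6.22% and 5.60%. CD4 T-like cells were 14.4%, 11.5%, 15.3%, 13.9%, 16.3% and 15.8% of T-like cells. Gated cell by cell on marker genes they were 32.7%, 22.8%, 16.0%, 16.0%, 16.3% and 19.0%, so this comparison depends on how the subset is named. CD8 T-like cells were 63.1% of T-like cells with 2FF and 56.8% with 2FF plus anti-PD-L1, and Treg-like cells 7.37% and 14.0%. Named epithelial-like cells numbered 3, 49, 47, 19, 17 and 40.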

For single cell RNA-seq,  $n=1$  mouse from each of the indicated groups. **b**, Selected T cell subsets infiltration in each group of KPCA tumors based on single cell RNA-seq analysis. For single cell RNA-seq,  $n=1$  mouse from each of the indicated groups. **c**, FACS analysis of PD-1 expressed CD8<sup>+</sup> T cells in each group of KPCA tumors. Two-tailed  $P$  values were calculated by ANOVA corrected by the Benjamini, Krieger and Yekutieli method to generate  $q$  values. Error bars represent Mean + SEM.  $n = 5$  mice. **d**, FACS analysis of PD-L1 expression in CD45<sup>+</sup> tumor cells in each group of KPCA tumors. Two-tailed  $P$  values were calculated by ANOVA corrected by the Benjamini, Krieger and Yekutieli method to generate  $q$  values. Error bars represent Mean + SEM.  $n = 5$  mice. Source data are provided as a Source Data file.

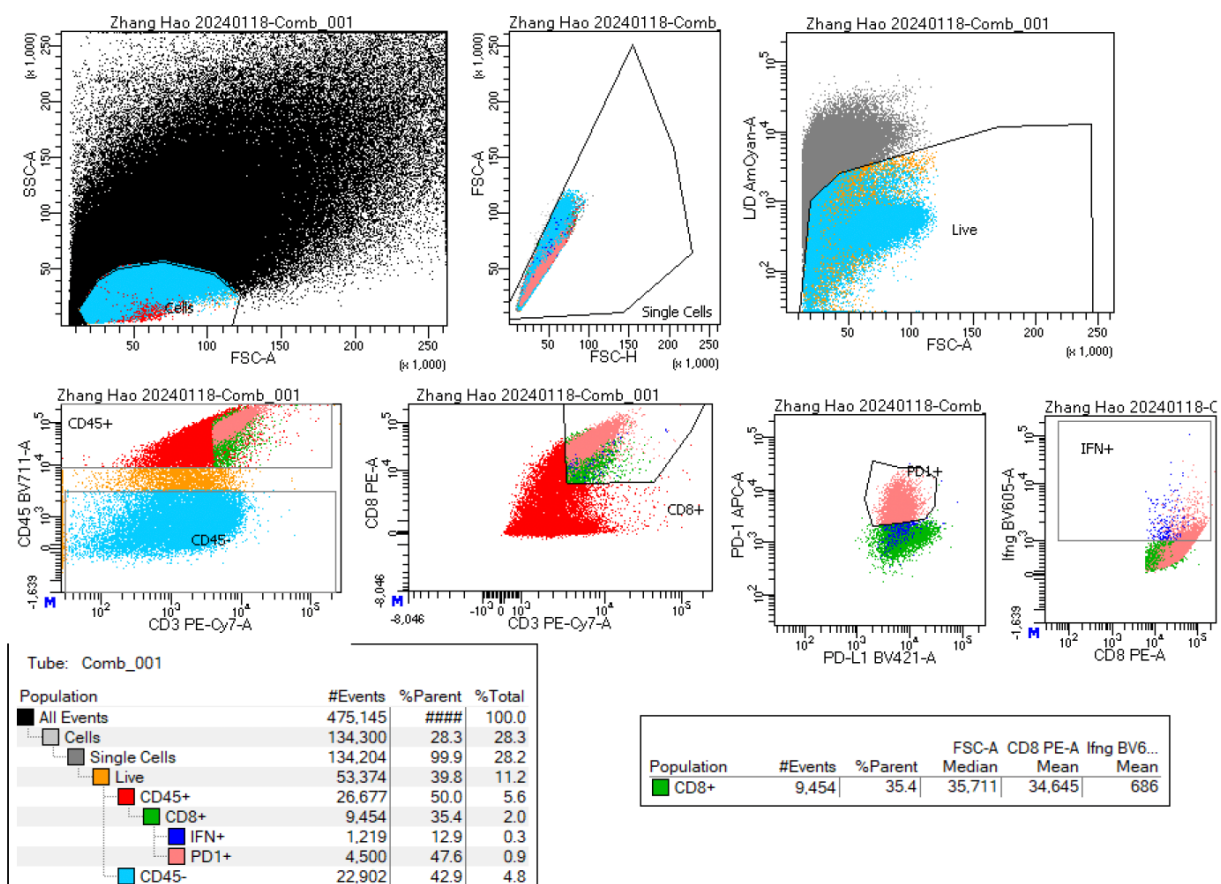

**Supplementary Figure 12: An example of FACS gating strategy used for Fig. 7c.**

# Supplementary material for: Targeting branched N-glycans and fucosylation sensitizes ovarian tumors to immune checkpoint blockade
**Source:** Nat Commun. 2024 Apr 2;15:2853. doi: 10.1038/s41467-024-47069-y
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data were acquired using BD FACSDiva Version 8.0<br>Images were analyzed using Mac OS X version of NIH Image J software                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | Prism 7 for Mac was used for calculating p values,<br>Flow cytometry results were analyzed using FlowJo v10.0.7 software<br>The intensity of immunoblotting was quantified by Mac OS X version of NIH Image J software<br>The intensity of colony formation was quantified by Mac OS X version of NIH Image J software<br>Glycomic profile data were analyzed by R package limma v.3.46.0<br>For scRNA-seq, the R package SingleR was used to determine cell types of the clusters using the ImmGen dataset as a reference for cell-specific gene signatures. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq data generated in this study have been deposited in the NCBI database under accession code GSE244012. The online ChIP-seq data that we reanalyzed here are available in the Gene Expression Omnibus (GEO) database under accession codes GSE170476 and GSM935552. Mutation status, gene expression and survival data of HGSOEs were downloaded from MDACC TCGA data portal (<https://bioinformatics.mdanderson.org/MQA/>) and cBioPortal (<https://www.cbioportal.org/>). Mutation status and gene expression for cell lines were downloaded from DepMap portal ([https://depmap.org/portal/download\\_dataset](https://depmap.org/portal/download_dataset)). Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size was pre-determined. Sample size and number of independent experiments are stated in the figure legend or in the Methods or Results section. Three or more independent results were used to perform statistical analyses. Studies involving independent cohorts of mice were typically performed once, with several exceptions stated in the figure legends. No specific statistical tests were applied to determine the sample size, the size was established according to our previous experience with the models used. |
| Data exclusions | There was no exclusion from the experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | All experiments in the manuscript were performed at least twice independently. Each experiment in vitro contained 3 independent replicates per sample. Each experiment in vivo was performed with n=4-5 mice/group. All attempts at replication were successful. Exact numbers of biologically independent experimental repetition are stated in the manuscript.                                                                                                                                                                        |
| Randomization   | Experiments are all randomized                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | Investigators were blinded during data collection and analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

For immunoblotting:

For primary antibodies: anti- $\beta$ -actin (1:1000; Cell Signaling, Cat#: 4970, RRID:AB\_2223172), anti-BRCA2 (1:500; Cell Signaling, Cat#: 10741, RRID:AB\_2797730), anti-BRCA1 C-terminus (1:200; Santa Cruz, Cat#: sc-6954, RRID: AB\_626761), anti-BRCA1 N-terminus (1  $\mu$ g/mL, R&D Systems, Cat#: AF2210, RRID:AB\_2067618), anti-MGAT5 for mouse (1:500; Thermo Fisher, Cat#: PA5-87988, RRID:AB\_2804566), anti-MGAT5 for human (1:500; R&D Systems, Cat#: MAB5469, RRID:AB\_10972310).

For secondary antibodies: Anti-mouse IgG, HRP-linked Antibody (1:2000; Cell Signaling, Cat#: 7076, RRID:AB\_330924), Anti-rabbit IgG, HRP-linked Antibody (Cat#: 7074, RRID:AB\_2099233), anti-Goat IgG (H+L) Secondary Antibody, HRP (1:5000; Thermo Fisher, Cat#: 31402, RRID:AB\_228395)

For regular FACS analysis: APC anti-mouse CD274 (B7-H1, PD-L1) antibody Biolegend, 124311, RRID:AB\_10612935) was used at a 1:100 dilution. PE anti-human CD274 (B7-H1, PD-L1) antibody (Biolegend, 329706, RRID:AB\_940368) was used at a 1:20 dilution. APC anti-human CD19 antibody (Biolegend, 302212, RRID:AB\_314242) was used at a 1:20 dilution.

For Chip-qPCR: anti-BRCA1 antibody (Santa Cruz, sc-6954, RRID:AB\_626761, 5  $\mu$ g/IP) and anti-BRCA2 antibody (Cell Signaling, 10741, RRID:AB\_2797730, 10  $\mu$ L/IP)

For immune cell FACS analysis: Hamster anti-mouse CD3 $\epsilon$  (1:100; Biolegend, Cat#: 100320, RRID:AB\_312684, 1:200), rat anti-mouse CD45 (1:100; Biolegend, Cat#: 103147, RRID:AB\_2564383, 1:200), rat anti-mouse CD8a (1:100; Biolegend, Cat#: 100707, RRID:AB\_312747, 1:200), rat anti-mouse PD-1 (1:100; Biolegend, Cat#: 135209, RRID:AB\_2251944, 1:200), rat anti-mouse PD-L1 (1:100; Biolegend, Cat#: 124315, RRID:AB\_10897097, 1:200) and rat anti-mouse IFN- $\gamma$  antibody (1:100; Biolegend, Cat#: 505840, RRID:AB\_2734493, 1:200).

## Validation

Information of each antibody is available on the manufacturer's website.

For immunoblotting, all the antibodies were validated by the manufacturers, anti-MGAT5 for human (1:500; R&D Systems, Cat#: MAB5469, RRID:AB\_10972310), anti-BRCA2 (1:500; Cell Signaling, Cat#: 10741, RRID:AB\_2797730) anti-BRCA1 C-terminus (1:200; Santa Cruz, Cat#: sc-6954, RRID: AB\_626761), anti-BRCA1 N-terminus (1  $\mu$ g/mL, R&D Systems, Cat#: AF2210, RRID:AB\_2067618), Anti-mouse IgG, HRP-linked Antibody (1:2000; Cell Signaling, Cat#: 7076, RRID:AB\_330924), Anti-rabbit IgG, HRP-linked Antibody (Cat#: 7074, RRID:AB\_2099233), anti-Goat IgG (H+L) Secondary Antibody, HRP (1:5000; Thermo Fisher, Cat#: 31402, RRID:AB\_228395) used in this manuscript for WB analysis have accompanying knockdown data.

For Chip-qPCR: anti-BRCA1 (Santa Cruz, sc-6954, RRID:AB\_626761) and anti-BRCA2 antibody (Cell Signaling, 10741, RRID:AB\_2797730) are validated in HR-proficient human cancer cell lines PEO4 and OVCAR3.

For flow: anti-mouse CD274 (B7-H1, PD-L1) antibody (Biolegend, 124311, RRID:AB\_10612935) was by the manufacturer in C57/B6 mouse splenocytes, anti-human CD274 (B7-H1, PD-L1) antibody (Biolegend, 329706, RRID:AB\_940368) was validated by the manufacturer in human peripheral blood lymphocytes, anti-human CD19 antibody was validated by the manufacturer in human peripheral blood lymphocytes.

anti-mouse CD3 $\epsilon$  (Biolegend, Cat#: 100320, RRID:AB\_312684) was validated by the manufacturer in C57BL/6 mouse splenocytes, anti-mouse CD45 (Biolegend, Cat#: 103147, RRID:AB\_2564383) was validated by the manufacturer in C57BL/6 mouse splenocytes, anti-mouse CD8a (Biolegend, Cat#: 100707, RRID:AB\_312747) was validated by the manufacturer in C57BL/6 mouse splenocytes, anti-mouse PD-1 (Biolegend, Cat#: 135209, RRID:AB\_2251944) was validated by the manufacturer in C57BL/6 mouse splenocytes, anti-mouse PD-L1 (Biolegend, Cat#: 124315, RRID:AB\_10897097) was validated by the manufacturer in C57BL/6 mouse splenocytes, anti-mouse IFN- $\gamma$  antibody (Biolegend, Cat#: 505840, RRID:AB\_2734493) was validated by the manufacturer in C57BL/6 mouse splenocytes.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

HEK 293T and OVCAR3 were purchased from ATCC.  
PEO1 cell line was obtained from Dr. Thomas Hamilton (Fox Chase Cancer Center).

PEO4 was purchased from Sigma (Cat#: 10032309)  
KPCA, BPCA, SPCA, PPNM, BPPNM, HGS2, UPK10, ID8 and ID8 (Trp53 ko, Brca2 ko) were obtained as previously published.

Authentication

Cell lines were re-authenticated by The Wistar Institute's Genomics Facility using short tandem repeat profiling using AmpFLSTR Identifier PCR Amplification kit (Life Technologies).

Mycoplasma contamination

Regular Mycoplasma testing was performed using LookOut Mycoplasma PCR detection (Sigma). All cell lines applied in this study were tested negative for Mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

6-8 week female NSG mice were purchased from Wistar Institute Animal Facility. 6-week female C57BL/6 mice were purchased from Charles River Laboratories.  
Mice were maintained at 22–23°C with 40–60% humidity and a 12-h light–12-h dark cycle.

Wild animals

No wild animals were used in the study

Reporting on sex

Only female mice were used in this study

Field-collected samples

No field-collected samples were used in this study

Ethics oversight

Animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of The Wistar Institute and the University of Texas MD Anderson Cancer Center

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For regular FACS analysis, Cells were washed with PBS containing 0.5% (w/v) BSA (PBS/BSA). All staining was carried out in this buffer. For directly labeled antibodies and lectins, cells were then washed two times with cold PBS/BSA buffer, resuspended in this buffer, and analyzed by flow cytometry.  
For tumor immune cell FACS analysis, Tumors were chopped and digested with Mouse Dissociation Kit (Miltenyi Biotec, 130-096-730). Single cells were then harvested with 70 mm strainer and used for staining. Live/dead cells were discriminated by viability staining Kit (Thermo Fisher, Cat#: L34965)

Instrument

LSRII-14 flow cytometer, LSRII-18 flow cytometer and BD LSRFortessa™ Cell Analyzer

Software

Data were acquired using BD FACSDiva Version 8.0 and analyzed using FlowJo v10.0.7 software

Cell population abundance

Cell sorting strategy for glycomic profile is shown in Supplementary Fig. 1.

Gating strategy

Cell debris were removed using FSC-A and SSC-A. Doublet were removed from total population using FSC-A and FSC-H. Positive population were gated based on comparing on unstained samples and single stained sample.  
Gating strategy for immune cell analysis is shown in Supplementary Fig. 12.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

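Single-cell RNA sequencing libraries of 6 mice were analysed, 1 each from the control, 2DG, 2FF, anti-PD-L1, 2DG plus anti-PD-L1 and 2FF plus anti-PD-L1 groups. The paper describes the cells as those of KPCA orthotopic tumors, whereas the sample labels name lymph node and the series description young and aged mice. Samples were mapped by their treatment, on which the labels and the paper give the same 6 groups. The control and anti-PD-L1 libraries serve both the 2DG and the 2FF comparisons.

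The authors deposited raw UMI counts per gene and cell, not normalized, for 32285 genes and for barcodes that had been called as cells. They made them with Cell Ranger 7.0.0, which aligns reads with STAR, on the mouse mm10 reference. The limits on genes and mitochondrial content named in the methods are not applied in the deposited counts, and were applied here: cells with fewer than 250 genes or more than 5% mitochondrial UMIs were left out. Under 250 genes were 77, 117, 150, 104, 121 and 93 cells, and over 5% mitochondrial UMIs were 566, 976, 1148, 952, 913 and 768, in the order control, 2DG, 2FF, anti-PD-L1, 2DG plus anti-PD-L1 and 2FF plus anti-PD-L1. Between 61859753 and 73885214 UMIs were counted per library. Coordinates are those of GRCm38, the assembly that mm10 names, from the GENCODE M21 annotation.

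All 6 libraries were clustered together without batch correction, as in the paper's methods. Each cell was scaled to 10000 UMIs and log-transformed, the 2000 most variable genes were reduced to 30 principal components, and cells were joined to their 15 nearest neighbours and clustered with the Leiden method at resolution 1 (seed 1). The study's cell names and the ImmGen reference were not used here. Each cluster was scored for the fixed markers of each class by how often they were detected, and took the name of the best class if at least 3 of its markers had a UMI in 10% of cells and its 10 leading genes (by fold, with 10 CPM added) did not hold as many or more markers of another class. The markers were fixed beforehand, but the scoring was not. A first scoring by mean fold gave T cell clusters the names of innate lymphoid or NK cells and was replaced after its result had been seen. The unnamed clusters were 1.99% to 6.32% of a library. T-like cells were clustered again in the same way, and their unnamed sub-clusters were 13.1% to 30.0% of the T-like cells of a library. Class shares were taken over the 7 immune classes of Supplementary Fig. 11a, and T cell subset shares over all T-like cells. A doublet score was computed as the share of simulated doublets among 30 neighbours of a cell, and the highest-scoring cells (0.8% for each 1000 cells of the library, 3947 cells in all) were marked. They were kept in the values reported, because the paper's text names doublet removal only for flow cytometry, and were removed in an alternative.

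Counts were summed per class and library and expressed as CPM. A change is the log2 ratio of CPM + 5 over genes with at least 50 UMIs in the 2 libraries together. Single genes of the activation list and Ifng are given as log2 ratios of CPM with no value added. Genes are named by a rule fixed beforehand. Named are the genes that the paper names for these data and its glycan enzymes (Ifng, Pdcd1, Cd274, Mgat5, Mgat3, Fut4, Fut8 and Fut9), the genes of the fixed lists, and for each comparison and class the 3 genes with the highest and the 3 with the lowest log2 ratio. Left out of the last group were mitochondrial, ribosomal protein, immunoglobulin, T cell receptor and haemoglobin genes, Xist, and genes whose CPM in the class was under 20% of that in another class of the same library. Where a gene of another kind is singled out, it was chosen after its values were seen.

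There were 13 hand-written gene lists, of ribosomal proteins (83 genes), nuclear (84) and mitochondrial (13) genes of oxidative phosphorylation, the PD-1 and PD-L1 pathway (41), activation and cytotoxicity (20), inhibitory receptors (7), dissociation and stress (20), interferon response (20), lymph node stroma (8), naive lymphocytes (8), cell cycle (12), glycan enzymes (16) and other abundant RNAs of macrophages (10). The first 4 stand in for Ingenuity pathways and hold other genes than these. A list's median was placed among 10000 random lists of the same size, drawn for each gene from the 100 genes nearest in mean expression.

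Sums of UMIs have exact Poisson intervals, shares exact Clopper-Pearson intervals and list medians intervals from 500 redrawn sums, all at 95%. They cover counting error only, and those of UMIs leave out the spread between cells as well as between mice. With 1 library per condition there is no replicate, so no test between treatments was made, no p-value is given, and the numbers of differentially expressed genes in Fig. 2h and the p-values of Fig. 7b, which treat cells as replicates, were not recomputed. A difference between mice or between library preparations has the same form as a treatment effect here.

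Shares of cells with a UMI were also computed with each cell thinned to 1000 or 2000 UMIs. Single random draws were computed first. They gave values that depended on the draw, and after those values had been seen they were replaced by the mean over all possible draws. The range over 10 draws is given among the alternatives.

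The calculations were checked on simulated data before use. For CD8 T-like cells of 2DG plus anti-PD-L1 and anti-PD-L1, counts of 10889 genes were simulated with 200 genes changed and with counting error only. The sign was recovered for 100% of these, and the intervals held the simulated log2 ratio for 97.5% of changed and 95.5% of unchanged genes. Of 100 lists of 80 unchanged genes, 4 fell outside the middle 95% of random lists. A ribosomal protein list raised by 0.2, which is 0.176 once the share left to other genes falls, was recovered at 0.176 over 10886 genes. Simulated cells of 8 classes were given their class in 100% of cases. They were drawn from the summed counts of the classes named here, so this cannot show how well real or mixed cells are named. Of 600 doublets added to 4000 cells of the anti-PD-L1 library, 74.5% were among the 600 highest scores, so removal by this score is incomplete.

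The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. The alternatives, 14 in all, changed 1 choice at a time. They were a mitochondrial limit of 10%, at least 500 genes per cell, removal of marked doublets, a Leiden resolution of 2, shares over all cells, T cell subsets gated cell by cell on Cd8a, Cd8b1, Cd4 and Foxp3, CPM without ribosomal protein, mitochondrial and Malat1 UMIs, ratios centred on the median of all genes, cells thinned to 1000 UMIs, the share of cells with an Ifng UMI thinned to 1000 or to 2000 UMIs, sub-clusters of cycling cells left out, at least 200 UMIs per gene, and 1 CPM added in place of 5. After the values were seen, Ifng was also computed with CD8 T-like cells matched on stress genes, as the mean CPM over 10 equal parts of all CD8 T-like cells by their share of UMIs from the dissociation and stress list, with Poisson intervals.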

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

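Of the tests given here, those on free Ifng RNA, on cells matched on stress genes and on free RNA of the interferon-rich cluster were chosen only after the result was seen.

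CD8 T-like cells of the 2FF library, a group that Fig. 7b does not show, had the highest Ifng level of the 6 libraries, with 647 CPM (633 to 661). Those of 2FF plus anti-PD-L1 had 583 CPM (568 to 598), against 535 with anti-PD-L1 alone, 602 with 2DG plus anti-PD-L1 and 230 in the control library. On the log2 scale 2FF was 0.27 above anti-PD-L1 (0.23 to 0.32), while adding anti-PD-L1 to 2FF went with a value of -0.15. The tables argue against 4 technical explanations as the whole cause. Free RNA would put Ifng UMIs into all cells, but B-like cells of the 2FF library had 5.92 CPM and macrophage-like cells 4.19. Each of the 9 CD8 T-like sub-clusters was also given the same weight in both libraries, its share of the pooled UMIs. There 2FF remained 0.23 above anti-PD-L1, so another make-up of the sub-clusters is not needed for the difference. Among the cells with fewer UMIs of dissociation and stress genes the ratio was 0.34, but there the share of these UMIs was still higher in 2FF (0.453%) than in anti-PD-L1 (0.408%). With cells matched on this share it was 0.15 (0.10 to 0.20), so part of the 0.27 goes with these genes. With simulated doublets removed it was 0.23, with 635 CPM in the 2FF library. What stays open is whether a single mouse or its library preparation differs, since each treatment is 1 mouse, and a treatment effect of 2FF was not tested apart from that.

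The interferon response list (20 genes) was higher in monocyte-like cells of 2FF plus anti-PD-L1 than of each other library, genes for which the paper's text gives no result in monocytes. The median log2 ratio was 1.78 over the control library (1.72 to 1.84), 0.77 over 2DG, 0.59 over anti-PD-L1 (0.57 to 0.67), 0.35 over 2FF and 0.14 over 2DG plus anti-PD-L1. All 19 genes with enough UMIs were above 0 over anti-PD-L1. Of the 3336 monocyte-like cells of the control library, 1415 belong to a cluster whose leading genes include Spp1 and Gpnmb, and the ratio over control was not computed without it. The pattern was picked out after the medians of 13 lists had been looked at over 9 classes and several comparisons. A monocyte-like cluster led by interferon response genes held 20.9% of the monocyte-like cells of this library and 1.98% of those of the control library, with 6.67% for 2DG, 9.27% for 2FF, 7.45% for anti-PD-L1 and 11.8% for 2DG plus anti-PD-L1. Without this cluster the ratio over anti-PD-L1 was 0.46, so the cluster's size is not the whole difference. Free RNA of such cells would raise the list in other classes too, but it was -0.23 in B-like and 0.043 in CD4 T-like cells. The list was also higher in granulocyte-like cells, at 0.53. An effect of the treatment and a difference in this mouse or its library, an infection included, stay open, and none of them was tested.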

How the results depend on the processing

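All alternatives were set before the data were examined, except that thinned values became means over all draws after single draws had been seen. Of 910 values under an alternative, 673 stayed within the counting interval, 231 moved beyond it and 6 changed sign. For the genes named for the largest changes that interval belongs to the ratio without CPM added and was extended to the reported value where it did not reach it. Apart from these 6, values close to 0 that were not called a change also crossed it. No paired analysis was possible because each condition has 1 library of 1 mouse. Where a value moved, the cause was not tested, except that removing cells, genes or UMIs from a sum changes it by construction.

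With a mitochondrial limit of 10%, CD8 T-like cells were 18.75% of T-like cells in the control library, 39.4% with 2DG, 60.0% with 2FF, 54.4% with anti-PD-L1 and 53.4% with 2FF plus anti-PD-L1, and the difference of 2DG plus anti-PD-L1 from control was 40.0 points. CD4 T-like cells were 8.33%, 7.57%, 11.4%, 10.5%, 13.0% and 11.6% (control, 2DG, 2FF, anti-PD-L1, 2DG plus anti-PD-L1, 2FF plus anti-PD-L1). In 2DG plus anti-PD-L1 over 2DG the activation median was 0.36 and Gzmk 0.059 in place of -0.22. The ribosomal protein list was 0.24 in CD8 T-like cells (2DG plus anti-PD-L1) and 0.22 in granulocyte-like cells (2FF plus anti-PD-L1), and the mitochondrial genes of oxidative phosphorylation -0.026 in the latter in place of 0.12. Of the other values, 18 moved.

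With at least 500 genes per cell, T-like cells were 25.9% with 2FF plus anti-PD-L1, and their differences from control were 34.4 points for 2DG, 28.1 for anti-PD-L1 and 26.9 for 2DG plus anti-PD-L1. CD8 T-like cells were 19.3% in the control library and 42.6% with 2DG, and their differences from control 38.1 points for anti-PD-L1 and 41.6 for 2DG plus anti-PD-L1. The activation median over 2DG was 0.36, and 13 other values moved.

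With simulated doublets removed, T-like cells were 34.4% with 2FF and 32.0% with 2DG plus anti-PD-L1. CD8 T-like cells were 37.6% with 2DG and 61.8% with 2DG plus anti-PD-L1, with differences from control of 17.5 points for 2DG in place of 25.1, 38.0 for anti-PD-L1 and 41.7 for 2DG plus anti-PD-L1. CD4 T-like cells were 18.2% in the control library and 16.8% with 2FF, and Treg-like cells 36.7% in the control library. Ifng over 2DG was 0.45. The ribosomal protein list was 0.22 in CD8 T-like cells (2DG plus anti-PD-L1), and with 2FF plus anti-PD-L1 0.22 in Treg-like and 0.066 in granulocyte-like cells. In the latter, nuclear genes of oxidative phosphorylation were at -0.25 and mitochondrial ones at -0.026. There were 21 other values that moved.

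With a Leiden resolution of 2, granulocyte-like cells were 43.9% in the control library and 5.83% with 2DG. CD8 T-like cells were 42.7% with 2DG, 20.0 points above control, 59.9% with 2FF and 53.6% with 2FF plus anti-PD-L1. CD4 T-like cells were 9.44%, 8.56%, 10.9%, 10.2%, 13.2% and 10.3% in the 6 libraries, and Treg-like cells 36.7% in the control library and 23.5% with 2DG. Gzmk over 2DG was 0.038. The ribosomal protein list was 0.24 in CD8 T-like cells (2DG plus anti-PD-L1), and with 2FF plus anti-PD-L1 0.20 in granulocyte-like and 0.16 in CD4 T-like cells. The PD-1 and PD-L1 list, not called a change, was at -0.003 in CD8 T-like cells (2DG plus anti-PD-L1). Of the other values, 14 moved.

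Over all cells that passed the filters, T-like cells were 38.0% with 2DG, 33.7% with 2FF, 32.1% with anti-PD-L1, 31.7% with 2DG plus anti-PD-L1 and 25.1% with 2FF plus anti-PD-L1. The differences from control were 33.0, 27.1 and 26.7 points for 2DG, anti-PD-L1 and 2DG plus anti-PD-L1.

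With T cell subsets gated cell by cell, CD8 T-like cells were 66.8% with 2FF, 59.6% with anti-PD-L1 and 62.4% with 2DG plus anti-PD-L1. CD4 T-like cells were 32.7% in the control library, 22.8% with 2DG, 16.0% with anti-PD-L1 and 19.0% with 2FF plus anti-PD-L1. Treg-like cells were 23.1%, 16.6%, 5.92%, 12.3%, 9.42% and 12.1% in the 6 libraries, and their differences from control -10.8 points for anti-PD-L1 and -13.7 for 2DG plus anti-PD-L1. In CD8 T-like cells of 2DG plus anti-PD-L1 the ribosomal protein list was 0.21 and the nuclear genes of oxidative phosphorylation 0.062. With 2FF plus anti-PD-L1 the ribosomal protein list was 0.11 in CD8, 0.10 in CD4 and 0.13 in Treg-like cells, and the nuclear genes 0.061 in CD4 T-like cells and -0.006 in CD8 T-like cells. Other values moved in 25 cases.

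With cells thinned to 1000 UMIs, the ribosomal protein list was 0.32 and the nuclear genes of oxidative phosphorylation 0.14 in CD8 T-like cells of 2DG plus anti-PD-L1. With 2FF plus anti-PD-L1 the ribosomal protein list was -0.091 in granulocyte-like cells in place of 0.28, 0.16 in CD4 T-like and 0.22 in Treg-like cells. The nuclear genes were at -0.21 in granulocyte-like cells. The mitochondrial genes were at 0.14 in CD8 T-like, 0.059 in CD4 T-like, 0.039 in Treg-like and -0.25 in granulocyte-like cells. Left out as too shallow were 22 and 19 granulocyte-like cells of 2FF plus anti-PD-L1 and anti-PD-L1, and at most 13 CD8 T-like, CD4 T-like or Treg-like cells of a library. These values are means over all draws, which replaced single draws after those had been seen. Over 10 draws the granulocyte-like values ranged from -0.16 to -0.072 for ribosomal protein genes, from -0.36 to -0.15 for nuclear genes and from -0.34 to -0.096 for mitochondrial genes, and the CD8 T-like ribosomal protein value of 2DG plus anti-PD-L1 from 0.28 to 0.32. There were 5 other values that moved.

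Taking the share of CD8 T-like cells with an Ifng UMI in place of CPM, 2DG plus anti-PD-L1 was at 0.22 over 2DG and 0.82 over control when thinned to 1000 UMIs, and at 0.11 over anti-PD-L1, 0.18 over 2DG and 0.71 over control when thinned to 2000. A share has an upper bound, which makes its log2 ratio smaller by construction. The first single draw had given 0.041 over anti-PD-L1 and 0.081 over 2DG at 2000 UMIs, and 10 draws gave 0.046 to 0.18 and 0.11 to 0.25.

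CPM without ribosomal protein, mitochondrial and Malat1 UMIs put the activation median at 0.20 over anti-PD-L1 and 0.44 over 2DG, the ribosomal protein list in CD8 T-like cells at 0.30 (2DG plus anti-PD-L1) and 0.14 (2FF plus anti-PD-L1), and the nuclear genes at 0.14 (2DG plus anti-PD-L1), and moved 6 other values. Without sub-clusters led by cell cycle genes the activation median over 2DG was 0.37, and 12 other values moved. Centring on the median of all genes put the ribosomal protein, nuclear and mitochondrial lists at 0.32, 0.16 and 0.16 in CD8 T-like cells of 2DG plus anti-PD-L1, at 0.16, 0.047 and 0.22 in those of 2FF plus anti-PD-L1, and the ribosomal protein list at 0.15 in CD4 T-like cells, and moved 6 other values. With at least 200 UMIs per gene, and with 1 CPM added in place of 5, the list medians stayed within their counting intervals. Adding 1 CPM made the log2 ratios of the genes named for the largest changes larger by construction, with no change of sign. In 2FF plus anti-PD-L1 over anti-PD-L1, Elane went from 5.38 to 7.02 and Mpo from 4.56 to 6.18 in granulocyte-like cells, Brinp3 from 3.66 to 5.47 in CD4 T-like cells, and Gzmd from -2.18 to -3.94 and Gzme from -1.98 to -3.87 in CD8 T-like cells.

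Over the alternatives set before the data were examined, with thinned values as means over all draws, Ifng in CD8 T-like cells stayed above 0. The log2 ratios ran from 0.11 to 0.21 over anti-PD-L1, from 0.18 to 0.45 over 2DG and from 0.71 to 1.52 over control. Taking means was decided after single draws had been seen. The first single draw at 2000 UMIs lay below these ranges over anti-PD-L1 and 2DG, at 0.041 and 0.081. The activation median stayed from 0.15 to 0.20 over anti-PD-L1 and from 0.36 to 0.44 over 2DG. Among single genes, Gzma over anti-PD-L1 kept its sign in 4 of 7 alternatives, Cd44 in 5 and Cd69 in 6, and Tnf over 2DG in 5. Depth limits the control library most, where CD8 T-like cells number 106 and CD4 T-like cells 65.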

Differences from the paper's values

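None of the shares that could be set beside the paper's differed by more than 1.5 times. T-like cells were 5.08%, 40.8%, 34.3% and 33.2% in the control, 2DG, anti-PD-L1 and 2DG plus anti-PD-L1 libraries, where the paper shows about 5%, about 37%, about 31% and about 29% in Supplementary Fig. 11a, read by eye. Both take the 7 immune classes as denominator, but the classes here are rebuilt.

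For 2FF plus anti-PD-L1 against anti-PD-L1, the paper shows EIF2 signaling as inhibited in CD8+ T cells, CD4+ T cells, Treg cells and neutrophils (Fig. 2i). The ribosomal protein genes that stand in for it here had medians above 0 in all 4 classes, at 0.13, 0.13, 0.17 and 0.28. With each cell thinned to 1000 UMIs the granulocyte-like median was -0.091, which is on the paper's side. No alternative brought the other 3 classes below 0.

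The same panel shows oxidative phosphorylation as inhibited in CD8+ T cells and neutrophils. In CD8 T-like cells the nuclear genes had a median of 0.018, with a counting interval that holds 0, and the mitochondrial genes 0.19. Gating T cells cell by cell put the nuclear genes at -0.006, on the paper's side. In granulocyte-like cells the nuclear genes were on the paper's side at -0.067, but the mitochondrial genes were at 0.12. The latter were on the paper's side with a mitochondrial limit of 10% (-0.026), with simulated doublets removed (-0.026) and with cells thinned to 1000 UMIs (-0.25). The lists hold other genes than the pathways, and the median of a list is not the measure that the panel shows.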

Other observations

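Tests on a shift over all cell classes, on CD8 T cells alone, on a low anti-PD-L1 library, on stress genes, on lymph node and on a grouping of the libraries were chosen only after the result was seen. The ribosomal protein and cross-class patterns were noticed after many lists, classes and single genes had been looked at.

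Ribosomal protein genes were higher in CD8 T-like cells of 2DG plus anti-PD-L1 than of anti-PD-L1 (median log2 ratio 0.26). A single shift over the whole library would raise the list in macrophage-like cells too, where the median was -0.089 (-0.097 to -0.068). The median of all their genes was -0.079, so the list did not move against other genes there. The largest macrophage-like cluster held 673 cells of anti-PD-L1 and 1301 of 2DG plus anti-PD-L1. This make-up was not held fixed, so such a shift is not excluded. A change of CD8 T cells alone is argued against by CD4 T-like cells at 0.24, NK-like at 0.42 and B-like at 0.50, and the list was also higher in granulocyte-like (0.39), Treg-like (0.23), monocyte-like (0.21) and dendritic-like cells (0.14, inside the range of random lists). A low anti-PD-L1 library would leave no difference from the others, but the median was 0.099 over 2FF, 0.14 over 2FF plus anti-PD-L1, 0.28 over control and 0.32 over 2DG. With each cell thinned to 1000 UMIs it was 0.32 (0.28 to 0.33). With the 9 sub-clusters weighted by their share of the pooled UMIs, alike in both libraries, it was 0.29. Neither depth nor this make-up therefore accounts for it. Transcripts of the list are short (median 1100 bases against 3274 for all genes), yet genes matched to it on length had a median of 0.043 (-0.022 to 0.11), and genes matched on GC content -0.076 (-0.14 to -0.011). Handling of this mouse or its library stays open beside a treatment effect.

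In CD8 T-like cells of 2FF plus anti-PD-L1 the same list was 0.13 above anti-PD-L1. A low anti-PD-L1 library as the whole of it is argued against by the values over control, 0.13 (0.12 to 0.15), and over 2DG, 0.17 (0.16 to 0.18). Against 2FF the list was at -0.037. A treatment effect of 2FF and a difference of these mice or their libraries stay open, and neither was tested.

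Ifng in CD8 T-like cells of 2DG plus anti-PD-L1, 0.17 above anti-PD-L1, 0.37 above 2DG and 1.39 above control, was weighed against the dissociation and stress genes, which made up 0.729% of UMIs in these cells against 0.573%, 0.557% and 0.594%. Among cells at or under the median share of these UMIs the log2 ratios were 0.11 (0.026 to 0.18), 0.15 (0.071 to 0.23) and 1.16, but there the share was still higher in 2DG plus anti-PD-L1 (0.457%) than in anti-PD-L1 (0.408%), 2DG (0.418%) and control (0.435%). With 10 equal parts of the cells by this share given equal weights they were 0.0088 (-0.044 to 0.061), 0.19 (0.13 to 0.25) and 1.22 (1.01 to 1.46), and the first was 0.028 with 5 parts and 0.0003 with 20. The differences from 2DG and control are therefore not due to these genes alone. The difference from anti-PD-L1 is no longer detectable among matched cells, as a stress response during dissociation would give. The list also holds Fos, Egr1 and Nr4a1, which rise when T cells are activated, so matching can also remove an effect of the treatment, and both stay open.

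Across 8018 genes with at least 200 UMIs, the log2 ratios of both combinations over anti-PD-L1 in CD8 T-like cells went together with r = 0.667. This is across genes, which are not independent replicates. Both ratios share the anti-PD-L1 library, and unchanged groups simulated against it gave r = 0.497 (0.481 to 0.521 over 100 draws). The simulation gives each library the same spread and takes the differences between libraries as independent between genes. A larger deviation of the anti-PD-L1 library would raise the simulated r. How much of the observed r the shared library accounts for can therefore not be told.

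In 2DG plus anti-PD-L1 over anti-PD-L1, genes also moved the same way in CD8 T-like and macrophage-like cells, with r = 0.524 over 7228 genes and 70.9% of them with the same sign. Between CD8 T-like cells and B-like, monocyte-like and granulocyte-like cells r was 0.582, 0.564 and 0.357. For 2FF plus anti-PD-L1 over anti-PD-L1 the value between CD8 T-like and macrophage-like cells was 0.485, and for 2DG over control 0.299. Free RNA shared by the droplets would tie most the genes that are far higher in 1 of the classes, but among the 4898 genes at similar levels in both r was 0.649. With the trends on length and GC content taken out r was 0.489. Whether libraries group by something other than the drugs cannot be told apart from a treatment effect. Each library was set against the mean of the 6, which by itself pushes the correlations between them below 0. In CD8 T-like, macrophage-like and monocyte-like cells in that order, r was 0.238, 0.342 and 0.437 between 2DG and anti-PD-L1, which share no drug, 0.194, 0.273 and 0.301 between 2FF and 2DG plus anti-PD-L1, which share none either, and 0.179, 0.476 and 0.228 between the combinations, which share anti-PD-L1. These were the pairs above 0 in all 3 classes. Other libraries that share a drug were lower, with -0.492, -0.460 and 0.102 between 2DG and 2DG plus anti-PD-L1, -0.250, -0.371 and -0.072 between anti-PD-L1 and 2DG plus anti-PD-L1, -0.221, -0.297 and -0.310 between anti-PD-L1 and 2FF plus anti-PD-L1, and -0.061, 0.144 and -0.128 between 2FF and 2FF plus anti-PD-L1. Each treatment is 1 library, so drugs that act otherwise together than alone would also give this. Genetic differences between the mice were not tested.

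Granulocyte-like cells were 40.9% of immune cells in the control library and 3.92% to 6.22% in the others. More blood in the control tumor would bring more non-classical monocytes, but the monocyte-like clusters led by Ace were 3.48% of the cells of this library and 9.35% to 11.8% of the others. Among cells other than granulocyte-like ones they were 5.79% in the control library and 9.86% to 12.3% in the others. The filters left out 6.01% of its barcodes, too few to make the difference. The mouse, the part of the tumor taken and the lack of treatment stay open.

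Lymphocytes made up at most 44.3% of the cells of a library (2DG), and 7.10%, 40.3%, 39.5%, 42.4% and 31.6% in the control, 2FF, anti-PD-L1, 2DG plus anti-PD-L1 and 2FF plus anti-PD-L1 libraries. Whether the cells come from tumor, as the paper says, or lymph node, as the labels say, cannot be told apart from this, because sorting or dissociation before loading can change the share.

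Cell cycle genes were higher in 2FF plus anti-PD-L1 than in anti-PD-L1, with medians of 0.43 in CD8 T-like, 0.62 in CD4 T-like, 0.25 in Treg-like and 1.17 in granulocyte-like cells. The last rests on 8 genes and on a class in which a few immature cells carry many UMIs, as Elane in 4 cells. The interferon response list was at 0.17, 0.043, 0.025 and 0.53 in the same order.

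Pdcd1, which encodes PD-1, had 272 CPM (262 to 282) in CD8 T-like cells with anti-PD-L1 and 253 (244 to 262) with 2DG plus anti-PD-L1, a log2 ratio of -0.11, and 186 with 2DG, over which the ratio was 0.44. An unnamed T-like sub-cluster of 825 cells with Pdcd1 among its leading genes stays outside these values. The paper measured PD-1 as protein by flow cytometry (Supplementary Fig. 11c). Cd274, which encodes PD-L1, had 176 CPM (128 to 235) in 19 epithelial-like cells with anti-PD-L1 and 213 (162 to 276) in 17 with 2DG plus anti-PD-L1, a difference not detectable at this depth. In macrophage-like cells Cd274 had 320, 494, 784, 475, 609 and 712 CPM in the control, 2DG, 2FF, anti-PD-L1, 2DG plus anti-PD-L1 and 2FF plus anti-PD-L1 libraries.

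Of the glycan enzymes, Mgat5 had 293, 257, 225, 264, 257 and 246 CPM in CD8 T-like cells of the libraries in that order, and Fut8 152, 161, 178, 149, 152 and 156. Mgat3 had only 3 to 20 UMIs. In 2DG plus anti-PD-L1 its log2 ratio was -2.38 over anti-PD-L1 (-4.81 to -0.56) and -2.88 over 2DG (-5.28 to -1.13). In 2FF plus anti-PD-L1 it was -1.75 over anti-PD-L1 (-3.80 to -0.10) and -1.03 over 2FF (-3.13 to 0.73). The last interval holds 0, and the others exceed counting error but rest on very few UMIs. Fut4 had at most 3 UMIs and Fut9 0, too few to compare.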
